# Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells

**DOI:** 10.3389/fimmu.2025.1543059

**Published:** 2025-02-06

**Authors:** Steven Timmermans, Charlotte Wallaeys, Somara De Beul, Natalia Garcia-Gonzales, Claude Libert

**Keywords:** alpha-defensin, chimeric protein, *Mus musculus*, Paneth cell, anti-microbial activities

## Abstract

**Introduction:**

In mammals, Paneth cells, located in the crypts of the small intestine, produceantimicrobial peptides that serve to keep the intestinal microbiome under control. a-Defensins are the primary antimicrobial peptides produced by these cells.

**Methods:**

We used 148 publicly available bulk RNA-seq samples on purified PCs, proteomics on enriched purified PC proteins and *Defa* peptide activity assays to detect all *Defa* transcrips, including potential chimeric transcrips.

**Results:**

We identified 28 expressed *Defa* genes in mice, with up to 85% of Paneth cell RNA reads mapping to these genes. Chimeric mRNAs, involving sequences from two different *Defa* genes, were detected in most experiments. Despite their low abundance (less than 0.3%), mass spectrometry confirmed the presence of chimeric peptides. Synthetic versions of these peptides demonstrated antibacterial activity against multiple bacterial species.

**Conclusion:**

We show the existence of chimeric *Defa* transcripts and peptides in mice that are biologically active. We propose a possible stochatic mechanism or that the activation of the UPR patway may play a role in their production

## Introduction

Paneth cells (PCs) are secretory epithelial cells found in the small intestinal crypts of Lieberkühn in mammals (1, 2). They play a crucial role in regulating the composition and containment of the enteric microbiota and thus in maintaining gut homeostasis, by secreting antimicrobial peptides (AMPs) (3), such as lysozyme-1 (4) and α-defensins (5). Paneth cells also help in keeping the neighboring stem cells undifferentiated by Wnt signaling and secretion of metabolites (6).

Mature, secreted α-defensins contain six conserved cysteines that form three intramolecular disulfide bonds, which stabilize a β-sheet structure which is important for biological activity (7). The antimicrobial activity of α-defensins is dictated by their cationic amino acids and the amphiphilic protein structure, which cause electrostatic interactions with phospholipids of bacterial membranes. This leads to pore formation in the membrane in Gram-positive and Gram-negative bacteria, causing their death. Moreover, α-defensins sequester Lipid II, a precursor molecule essential for bacterial cell wall synthesis (7).

α-defensins are initially synthetized as pre-pro-peptides of about 92 amino acids (AA) long. They lose their 19 AA signal peptide (becoming pro-peptides of about 73 AA long) in the Golgi complex after syntheses and before transport to secretory vesicles, where proteolytic cleavage converts them from pro-defensins to active α-defensins, usually around 33 AA in size (8, 9). In human PCs, this process is performed by trypsin, which is stored as a proenzyme (trypsinogen) that is activated during or shortly after secretion (10). In mouse PCs, the cleavage is performed by matrix metalloproteinase 7 (MMP7), also known as matrilysin (8). The importance of α-defensins in microbial control was demonstrated by several authors. MMP7-deficient mice suffer from lack of α-defensin maturation and hence have no control on their microbial communities and are also super-sensitive to infections (9). Equally so, the cytokine tumor necrosis factor (TNF) was recently shown to undermine AMP production of Paneth cells, leading to uncontrolled bacterial spreading from gut lumen to organs (11). Paneth cells can be sorted by FACS and single cell RNA-seq revealed that such sorts lead to 99.9% pure Paneth cells, which can be studied by bulk RNA-seq or mass spectrometry (12).

The extensive α-defensin (*Defa*) locus on mouse chromosome 8 (0.71 MB in size, viz. chr8:21,515,561-22,225,487) has a complex and dynamic annotation history that is quite confusing. The three primary sources of annotation information in mice are the following: (i) RefSeq, a database of curated genes and transcripts, published and maintained by the National Center for Biotechnology Information (NCBI) (13), (ii) GENCODE, which is part of the Encode project and consists of the manually curated Ensembl-Havana annotation as well as the computational Ensembl-genebuild automated gene annotation (14) and (iii) mouse genome informatics (MGI), an Ensembl database maintained by The Jackson Laboratory (15).

Our interest in Paneth cells has induced us to study and update the actual structure of the *Defa* locus. Purification of Paneth cells followed by bulk RNA-seq has led to the discovery of many mRNA species that contain sequences of multiple (usually 2) different *Defa* genes. These chimeric mRNAs are quite abundant and at least some appear to be recovered as peptides via mass spectrometry. *In vitro* synthetized and tested chimeric peptides contain antimicrobial activity. The mechanism and necessity of their formation remain enigmatic.

## Materials and methods

### Statement regarding sex as a biological variable

Our study uses GEO datasets which contain both male and female animals and sex is not considered as a relevant biological variable in this context.

### Mice

C57BL/6J mice were housed in a specific pathogen free (SPF) facility in individually ventilated cages. They were kept under a 14/10-hour light/dark cycle and were provided access to food and water *ad libitum.*

The mutant mice, expressing a Defa30 protein with C-terminal His6 tag were generated as follows (see **Supplementary Figure 2**). The His_6_ tag along with a glycine-serine-glycine (GSG) linker were inserted right before the *Defa30* (ENSMUSG00000074444) stop codon of C57BL/6J mice using Crispr-Cas9 by the Transgenic Core Facility (TCF) of the Inflammation Research Center (IRC) of VIB-UGent. The Cas9 RNP complex along with guide RNA sequence.

5’ CATGGTCATCTTGTTCTCTG 3’ and single stranded DNA oligo with sequence 5’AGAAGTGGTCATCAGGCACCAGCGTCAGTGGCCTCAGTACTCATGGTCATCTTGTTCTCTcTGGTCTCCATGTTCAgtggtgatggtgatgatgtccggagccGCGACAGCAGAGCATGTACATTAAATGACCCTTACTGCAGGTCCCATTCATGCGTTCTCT3’ were electroporated in C57BL/6J zygotes, followed by transfer to pseudopregnant mice. After birth, mice were screened for the mutation. Several founders were identified and crossed with C57BL/6J and transgenic families propagated. Transgenic animals were used as heterozygotes (Defa30His6^Tg/+^) for Paneth cells sorting and proteomic analysis. All base annotations are according to C57BL/6J genome assembly GRCm39.

### Non-mouse α-defensin prediction

Non-mouse α-defensin annotations were obtained from the UCSC genome browser and placed in a tab delimited text file for processing. Firstly, a coarse gene size-based filtering was applied to the predicted genes, where genes < 500bp or > 3000bp were excluded. Retained genes were then manually further processed: the gene structure was inspected, where possible, for the typical α-defensin 2 exon structure, sequence homology with mouse α-defensin and the fact that a mature peptide was coded for. In addition, any overlapping regions that showed at least 75% overlap were collapsed into one region.

### The construction of a set of theoretical alpha defensins

In order to create a set of potential chimeric alpha defensin transcripts, all 28 existing *Defa* genes were used in a pairwise combination for creating exon 2-based chimers, with each gene acting as donor and acceptor. Each parental pair was used to derive multiple possible chimeric transcripts, based on the following parameters: (i) the resulting chimer is in-frame and hence, transcripts that resulted in a frameshift causing an early stop codon, or loss of the typical cysteine structure were discarded. (ii) The chimer was different from the parentals, at both the transcript and the protein level and (iii) a sequence was discarded if it was the same as one already present in the set from the same donor and acceptor parent. The theoretical chimers from each donor-acceptor pair were merged. Chimers were *in silico* translated and any that were identical to any one of the parental defensins at the protein level were removed from the dataset. Finally, all chimers in the set were compared to each other and those with identical nucleotide sequences were collapsed into one sequence. This resulted in a final set of 2447 sequences that could theoretically be formed from all donor-acceptor combinations.

### PC purification and bulk RNA-seq

Over the past years (2021-2024), our research team has sorted Paneth cells from C57BL/6J mice, as described in (12) and as shown in **Supplementary Figure 1**. Sorted Paneth cells proved to contain less than 0.1% contaminating cells. From 148 mice, we have obtained successfully about 25,000 Paneth cells, and bulk RNA-seq data. For the current study, we have used these RNA-seq datasets, which have been published previously and have the following GEO identification codes (**Table 1**):

**Table 1:** Overview of the GEO datasets used in this work.

GEO id	Description
GSE237588	Gene expression by RNA-seq in purified Paneth cells in antibiotics microbiome depleted mice
GSE237759	Gene expression by RNA-seq in purified Paneth cells of WT and Paneth cell specific P55 KO mice 3 hours after TNF
GSE255507	RNA-seq on FACS sorted Paneth cells from the murine duodenum, jejunum and ileum
GSE267790	Paneth cell TNF-signaling induces bacterial sepsis: PC transcriptome 15h after TNF
GSE267927	Paneth cell TNF-signaling induces bacterial sepsis: PC transcriptome 15h after TNF in IFNARKO mice
GSE269510	Transcriptome of purified PC and non-PC fractions: GR-WT & GR-KO
GSE281682	Paneth cell gene expression with and without zinc in different microbiome contexts (antibiotics, germ-free, normal)
GSE281683	Effect of TNF of gene expression in mouse Paneth cells after 3 hours
GSE281798	Paneth cell gene expression profiles after zinc supplementation
GSE281799	Paneth cell gene expression profiles after zinc supplementation in TNF context
GSE281800	Expression profiling of purified cells after (mature) Paneth cell depletion
GSE281801	The effect of Zinc deficiency on the mouse Paneth cell transcriptome
GSE281875	The effect of Zinc deficiency on the mouse Paneth cell transcriptome in TNF context
GSE281876	Paneth cell transcriptome: effect of DEX on TNF induced inflammatory response

### STAR

A STAR index was created using the GENCODE M30 structural genome annotation GTF and the GRCm39 (mm39) mouse reference genome (using STAR–runMode *genomeGenerate*). All reads were aligned to this index using the default setting of STAR 2.7.10b (16) with the output stored as a bam file (–outSAMtype BAM SortedByCoordinate –outBAMcompression 10 –outBAMsortingThreadN 3 –limitBAMsortRAM 6500000000).

### Salmon

Read quantification was performed with Salmon (17) in read mode, which allows direct quantification from reads. A total of 4 Salmon indices were created for quantification as described in the Salmon manual [Preparing transcriptome indices (mapping-based mode)]: (i) an index of the updated GENCODE transcriptome, (ii) an index of the adapted GENCODE transcriptome with the theoretical chimeric transcripts added (ii) an index of the adapted GENCODE transcriptome with the theoretical chimeric transcripts added as decoy transcripts and (iv) an index of the GENCODE transcriptome with the chimeric transcripts added but with the genomic α-defensin moved to decoy set. Reads were quantified per sample using Salmon quant (options: -l A–validateMappings). The quantifications that were made per sample against each index, expressed as Tags Per Million (TPM) were joined using Salmon quantmerge to 4 tab separated matrix files (one per index).

### Proteomics

#### Sample preparation

Small intestines were excised, rinsed in ice-cold PBS, and cut into small (2–5 mm) pieces. Tissue fragments were incubated in 3 mL lysis buffer (Complete-free EDTA: 1 tablet; DNase (50 mg/ml); 50 mM sodium phosphate, 300 mM NaCl, 10 mM imidazole, pH 7.4) for 20 minutes at 4°C, followed by sonication on ice for 10 minutes to complete lysis. Lysates were centrifugated at 50000 g for 30 minutes. Samples were equilibrated twice with binding buffer Ni Seph (50 mM NaH2PO4, 300 mM NaCl, 10 mM IZ, pH 7.4) with intermediate centrifugation at 5,000 × g for 1 minute to a final volume of 10ml. The sample was then mixed with 10 mL binding buffer and Ni Seph beads and incubated on a stirring wheel at 4°C for 1 hour. Beads were pelleted by centrifugation for 15 minutes at 4347 g, at 4°C and the supernatants were removed. The Ni Seph beads were washed with 10 ml binding buffer Ni Seph. Samples were centrifuged and washed with 5 ml washing buffer Ni Seph (50 mM NaH2PO4, 300 mM NaCl, 20 mM IZ, pH 7.4). Samples were centrifuged and the protein was eluded from the beads with 250 µl elution buffer Ni Seph (50 mM NaH2PO4, 300 mM NaCl, 500 mM IZ, pH 7.4). Concentration was determined with Trinean Dropsense.

For each sample (in 20 mM NaH2PO4 + 500 mM NaCl + 500 mM imidazole pH 7.4) 30 µg protein was taken and ammonium bicarbonate buffer pH8 (ABC) was added to a final concentration of 50mM in 150 µl. Proteins were reduced and alkylated by addition of 10mM TCEP and 40 mM chloroacetamide and incubation for 5 minutes at 45°C in the dark at 750 rpm, followed by a short cooling step on ice. Three aliquots of 10 µg were taken from each sample to perform three separate in-solution digests in parallel by addition of 0.1 µg trypsin (Promega, V5117), 0.1 µg endoproteinase Glu-C (Promega, V1651) or 0.1 µg Elastase (Promega, V1891) to the aliquots. Digestions were incubated for 2 hours at 37°C. The sample pH was lowered to 3 to stop the digestion by addition of trifluoroacetic acid (TFA) to a final concentration of 1%, followed by sample clean-up on a reversed phase (RP) C18 OMIX tip (Agilent). Each tip was first washed 3 times with 100 µl pre-wash buffer [0.1% TFA in water/ACN (20:80, v/v)] and pre-equilibrated 5 times with 100 µl of wash buffer (0.1% TFA in water) before the sample was loaded on the tip. After peptide binding, the tip was washed 3 times with 100 µl of wash buffer and peptides were eluted twice with 100 µl elution buffer [0.1% TFA in water/ACN (40:60, v/v)]. The 2 elutions of each sample were combined in an HPLC vial and dried in a vacuum concentrator.

#### LC−MS/MS analysis

Peptides were re-dissolved in 20µl loading solvent A [0.1% TFA in water/ACN (98:2, v/v)] of which 4µl was injected for LC-MS/MS analysis on an Ultimate 3000 RSLC nano LC (Thermo Fisher Scientific, Bremen, Germany) in-line connected to a Q Exactive mass spectrometer (Thermo Fisher Scientific). a trapping column made in-house, 100 μm internal diameter (I.D.) × 20 mm, 5 μm beads C18 Reprosil-HD, Dr. Maisch, Ammerbuch-Entringen, Germany) and after flushing from the trapping column the peptides were separated on a 50 cm µPAC™ column with C18-endcapped functionality (Thermo Fisher Scientific) kept at a constant temperature of 50°C. Peptides were eluted by a stepped gradient from 98% solvent A’ (0.1% formic acid in water) to 30% solvent B′ [0.1% formic acid in water/acetonitrile, 20/80 (v/v)] at 32 min up to 55% solvent B′at 43 min, followed by a 5 min wash reaching 70% solvent B’, all at a stepped flow rate starting from 750nl/min for 9 min to 300 nL/min, till the end of the run.

The mass spectrometer was operated in data-dependent, positive ionization mode, automatically switching between MS and MS/MS acquisition for the 5 most abundant peaks in a given MS spectrum.

The source voltage was 3kV, and the capillary temperature was 275°C. One MS1 scan (m/z 400−2,000, AGC target 3 ×E6 ions, maximum ion injection time 80 ms), acquired at a resolution of 70,000 (at 200 m/z), was followed by up to 5 tandem MS scans (resolution 17,500 at 200 m/z) of the most intense ions fulfilling predefined selection criteria (AGC target 50.000 ions, maximum ion injection time 80 ms, isolation window 2 Da, fixed first mass 140 m/z, spectrum data type: centroid, intensity threshold 1.3xE4, exclusion of unassigned, 1, 5-8, >8 positively charged precursors, peptide match preferred, exclude isotopes on, dynamic exclusion time 12 s). The HCD collision energy was set to 25% Normalized Collision Energy and the polydimethylcyclosiloxane background ion at 445.120025 Da was used for internal calibration (lock mass). QCloud was used to control instrument longitudinal performance during the project (18).

#### Data analysis

The resulting MS/MS spectra were analyzed with the BioPharma Finder 5.2 software (Thermo Fisher Scientific) and mapped onto the appropriate protein sequence. For peptide identification, the following parameters were used: maximum peptide mass of 12,000 Da, mass accuracy of 10 ppm and a minimum confidence of 0.50. Cysteine carbamidomethylation was set as a variable modification. The maximum number of variable modifications per peptide was set at 1.

### Peptides for antibacterial activity assays

Mature peptides for parental defensins Defa4 (a positive control), Defa17, Defa24, Defa30, Defa31 and Defa35 and chimeric peptides Defa17-24, Defa30-31 and Defa35-30 were custom ordered for synthesis from Life Tein custom peptide synthesis service (www.Lifetein.com). Proteins were aliquoted in PBS to a stock solution of 1 mg/ml and thawn when necessary, just once.

### Anti-bacterial activity assays

Antimicrobial essays for the synthetic proteins were performed against *Escherichia coli*, *Staphylococcus nepalensis*, *Enterococcus fecalis* and *Citrobacter rodentium*. The first three species are common in small intestine in mice (where Paneth cells are relevant), while *C. rodentium* is a common pathogen in mice. To obtain cultures of the first three species, C57BL/6J mice were euthanized, ileum content harvested and diluted in sterile PBS and plated out on standard LB plates, overnight. Colonies were picked and species identified using Maldi-Toff [as previously described (19)]. The relevant pure colonies of these three species were then grown on plates, identified once again, and grown in liquid LB and frozen at -80°C. The *C. rodentium* culture was strain ICC 169 and was obtained from ATCC.

Bacteria were grown in LB broth at 37°C in an incubation shaker (100rpm) until and OD between 0.8-1. For each peptide, a dilution set (800 µl/peptide) derived from the stock solution was prepared in such manner to obtain a final volume of 1 ml with peptide concentrations of 20 µg/ml, 10 µg/ml, 4 µg/ml and 2 µg/ml. Bacteria grown in LB broth where diluted to OD 0.2. For each bacterium, 200 µl of the OD 0.2 solution was added to each of the peptide dilutions and incubated at 37°C for four hours at 55 rpm. After incubation 100 µl of the incubated mixture was plated out on LB agar plates at two concentrations: undiluted and 1:10 diluted. The plates were incubated at 37°C overnight after which colonies per plate were counted and tabulated. The highest plated out concentration that still had individually distinguishable colonies was used.

The R package “drda” (20) was used to perform a dose-response analysis using the logistic 4 parameter model. The concentration that inhibits growth by 50%, IC_50_, was obtained from the models for each combination of bacterium and peptide and converted into per peptide specific activity.

### Statistics

All statistical analyses were performed in graphpad prism 9 except for the or R. Large scale genome wide analyses expression analyses and the anti-bacterial activity assays preformed using R and the DESeq2 and drda libraries. All other analyses were performed with graphpad prism.

### Study approval

Animal work performed directly for this manuscript did not involve procedures requiring ethical approval. All data GEO sources included in the manuscript had ethical approval from the Ethics Committee of VIB/UGent-Faculty of Science (Ghent University).

### Study graphical overview

In order to provide an overview of the workflow performed in this work we have created an overview flowchart figure as **Supplementary Figure 3**.

## Results

### The α-defensin locus

The α-defensin locus contains numerous genes and pseudogenes, the amounts of which is depending on the genomic annotation database that is used. In this study, we used three primary sources: MGI (15), RefSeq (13) and GENCODE (14), to obtain an overview of the actual number of α-defensin genes. After comparing the 3 annotation databases, a core set of 31 genes was found to be shared: 28 protein-coding genes and 3 annotated pseudogenes. Both MGI and GENCODE, which are less strictly curated than RefSeq, contain an additional 14 pseudogenes. Furthermore, the MGI set also includes an extra 14 genes that are annotated as “syntenic”: these genes lack a genomic location in the current genome annotation and should be considered historical records. 

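GENCODE M39, the release used here to name genes on GRCm39, annotates 17 Defa pseudogenes beside the 28 protein-coding genes. All 17 are listed in the gene counts of the zinc deficiency dataset of Table 1, which holds Paneth cells of 4 mice on a control diet and 4 mice on a zinc deficient diet. Together these pseudogenes took 0.0506% ± 0.0149 (SD, n = 8 mice) of all counts. A count was present in every mouse for 7 of them, and 7 others had no count in any mouse. Scaled to a library of 1000000 counts (CPM), their median level was 0.225, and the highest was 258 CPM for Defa-ps6, a gene chosen after its values were seen.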

Finally, MGI uniquely annotates one gene, *Defa6*, which is absent in the other datasets (**Figure 1A**).

**Figure 1:**
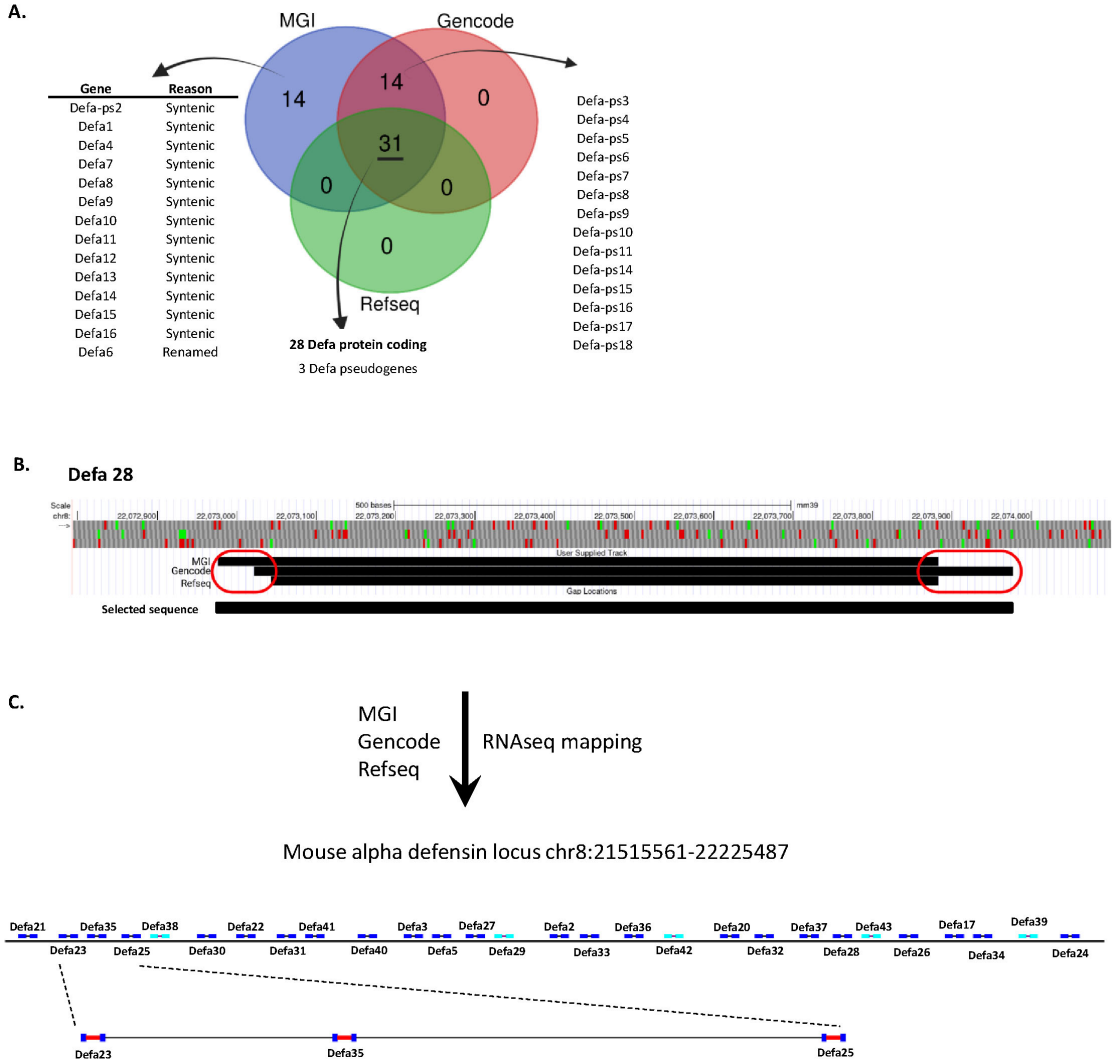
Update of the annotation of the *Defa* locus. **(A)** Number of annotated genes per Defa category and annotation source. **(B)** Visualization of an example (*Defa28*) of the variations in start and stop sites of *Defa* genes across the different annotation sources. **(C)** Construction and structure of the final *Defa* locus, based on current data, including RNA-seq, and further used in the analyses of this manuscript.

The core set of shared genes rarely show perfect alignment across the different annotations. In most cases, there are minor differences of a few base pairs between the start and/or stop locations from each source (see for example *Defa28* in **Figure 1B**). However, more substantial differences are occasionally observed, with the largest discrepancy being a change of 112 base pairs. Given that the total length of an α-defensin gene is around 900–1000 base pairs, this represents a significant difference in both location and gene size. It is important to keep in mind that all annotations contain full length coding sequences of the genes, and that the observed differences are limited to the untranslated up- and downstream sequences, except in case of *Defa6*/*Defa24*, explained below. However, taking the maximal possible size for genomic location will allow more reads to map to the genes, especially in cases where the size increase is substantial.

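In GENCODE M39, the canonical transcripts of the 28 protein-coding genes span between 790 and 1139 bp of the genome, introns included, with a median of 980 bp. Of the 28 transcripts, 20 span 900 to 1000 bp. The shortest is that of Defa26 (chromosome 8, 22108199 to 22108988 on GRCm39) and the longest is that of Defa43 (22083389 to 22084527). For 18 of the 28 genes, the gene record in this annotation is longer than the canonical transcript.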

The largest discrepancy occurs with *Defa6* and *Defa24.* In both RefSeq and GENCODE, *Defa24* is considered as the current name for the gene that was previously annotated as *Defa6*. However, this is not fully clear: *Defa6* does have a RefSeq record, but the sequence associated with this record cannot be found in the genome. The closest hit, with two mismatches, is *Defa24*. In addition, the *Defa6* record in the RefSeq annotation accessible on the UCSC genome browser (and others) redirects *Defa6* to *Defa24*. In MGI however, both *Defa6* and *Defa24* exist, with *Defa24* matching the annotation in RefSeq and GENCODE and with *Defa6* being located immediately in front of *Defa24* (MGI *Defa6*: Chr8:22,223,899-22,224,507; MGI/refseq/GENCODE *Defa24*: Chr8:22,224,510-22,225,487) at the time of writing. Since *Defa6* is only listed in MGI, it is not included in the core set of 28 protein-coding genes, whereas *Defa24* is. 

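Defa6 has no entry in the gene counts of the zinc deficiency dataset. Its MGI interval on chromosome 8 of GRCm39 runs from 22223899 to 22224507, a length of 609 bp, and overlaps 1 gene record of GENCODE M39. That record is Defa24, which runs from 22224506 to 22225490 and shares 2 bases with the interval. Defa24 was counted in all 8 mice of the dataset, 4 on a control diet and 4 on a zinc deficient diet, with at least 1864906 counts per mouse. Counts summed per gene do not show where reads lie within a gene, so whether any read falls in the rest of the Defa6 interval was not analysed here.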

Based on our RNA-seq data, *Defa6* is non-existing as a separate gene, and is indeed the old name of *Defa24*.

For subsequent analyses on the core set of the 28 *Defa*-coding genes, by default, we considered the earliest possible start and the latest possible end positions of the transcripts, even if these were derived from the different annotation sources. We used the GENCODE GTF as a basis and updated all records for these 28 genes. This was done to maximize the sequence that could be used to quantify the transcript in later steps. Where possible and applicable, we utilized actual mapping data from our own RNA-seq datasets, generated through deep, bulk RNA-seq of purified, sorted Paneth cells, as described later. As an example, we illustrate the transcript sizes and positions of the *Defa28*-coding gene across the three databases: in this case, we observe three different start sites and two distinct end sites. For all analyses in this work, we use the start site from MGI and the end site from GENCODE as this yields the longest gene (**Figure 1B**).

Over the previous years, we have sorted and purified Paneth cells from mouse small intestines via FACS and performed RNA sequencing [see **Supplementary Figure 1** for the sorting strategy, as described in Methods and in (12)]. 

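The counts analysed here belong to 8 of these samples, the zinc deficiency dataset of Table 1. C57BL/6J mice were kept for 7 weeks on a control diet (4 mice) or on a zinc deficient diet (4 mice), and the Paneth cells sorted from each mouse gave 1 RNA-seq library, made with a stranded kit that selects mRNA. The authors deposited the number of reads counted on each of 55414 Ensembl gene identifiers in each mouse, without normalization. The aligner, the counting program, the genome build and the annotation behind these counts are not given in the sources used here, and neither is the treatment of reads that match several genes. Methods gives Salmon for the TPM values of the paper and STAR for its alignments. Total counts per mouse ranged from 8557690 to 11826416 on the control diet (median 10247776) and from 9924102 to 12648005 on the zinc deficient diet (median 11243414). Counts were divided by the total of each mouse and scaled to a library of 1000000 counts (CPM), which does not take the length of a gene into account. Gene names and positions come from GENCODE M39, in which 54749 of the 55414 identifiers were found. As a check for a library deposited more than once, pairs of mice on the same diet were compared, and none differed by as little as sampling noise (chi-square of 5.43 to 55.1 per degree of freedom). Both diets were pooled for the levels of Defa genes, since the paper pools its treatments. Because near-identical Defa genes share reads that the counting may have split or left out, the level of each Defa gene is uncertain to the extent that its sequence is shared.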

As recently described by us (12), the sorted PCs are 99.9% pure, and a single C57BL/6J mouse on average yields some 25,000 PCs. We thus obtained RNA-seq data comprising over 30,000 different transcripts per sample and millions of reads. 

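In the zinc deficiency dataset, at least 1 read was counted on 13856 to 15493 genes per mouse on the control diet (median 14450) and on 13898 to 14605 genes per mouse on the zinc deficient diet (median 14038). These are genes, not transcripts. Over the 8 mice, 18839 genes had a count in at least 1 mouse and 11674 genes had a count in every mouse. The 20 genes with the highest mean CPM took 71.3% of all counts.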

In total, we sequenced 148 samples of ± 25,000 cells from individual mice, using various treatments and technologies (including single- and paired-end sequencing, Illumina NovaSeq, NextSeq, and Element AVITI). For this study, we mapped the reads to the mm39 mouse genome with the updated GENCODE reference and used our mapped data to further refine the updated annotation.

Based on our analysis, we made a graphical representation of the α-defensin locus, which will be applied throughout this study. This structure excludes pseudogenes (**Figure 1C**). The intergenic distances are drawn to scale, while the gene representations are inflated for clarity. 23 genes are located on one strand while 5 genes are on the opposite strand. 

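In GENCODE M39, 23 of the canonical transcripts lie on the plus strand of chromosome 8 (GRCm39). Defa38, Defa29, Defa42, Defa43 and Defa39 are the 5 genes on the minus strand. The transcripts of the 28 genes lie between 21515558, the start of Defa21, and 22225487, the end of Defa24, a region of 709930 bp. Gaps between neighbouring transcripts range from 8898 to 52688 bp, with a median of 26671 bp.

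**Figure D1:**
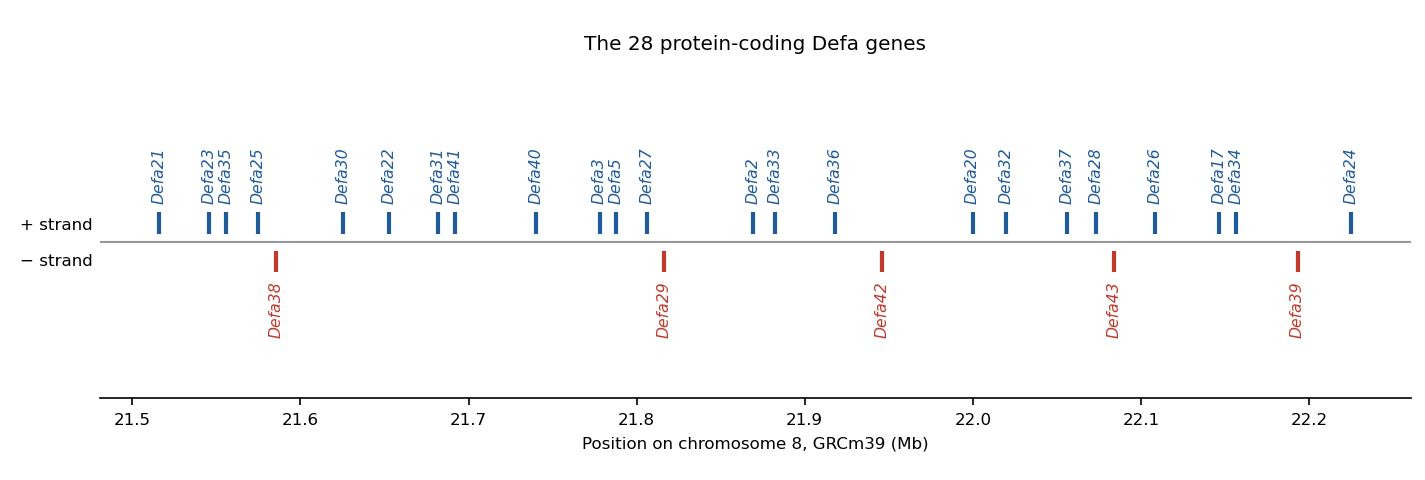
Map of the 28 protein-coding Defa genes on chromosome 8 of GRCm39, with the position in Mb on the x axis. Each tick stands at the midpoint of a canonical transcript of GENCODE M39 and is wider than the gene at this scale; the 23 genes on the plus strand stand above the line and the 5 genes on the minus strand below it.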

To have an estimation of sizes of the genes and the intergenic distances, we zoomed in on 3 genes which are drawn to scale. Also obvious is the typical 2-exon structure of all *Defa* protein-coding genes.

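All 28 canonical transcripts of GENCODE M39 have 2 exons and code for protein. The first exon measures 172 to 224 bases (median 215), the second exon 103 to 328 bases (median 204) and the intron 418 to 628 bases (median 559). Spliced mRNAs are 279 to 545 bases long, with a median of 421, and coding sequences 198 to 348 bases, with a median of 279. Defa25 has the shortest mRNA and Defa23 the longest.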

### The α-defensins in mice and other species

The mouse genome has 28 protein-coding α-defensin family genes. This extensive gene count in the locus is mainly the result of tandem duplication events and is much greater than found in several other well-known species, including humans. To determine whether the large number of α-defensin genes is unique to mice (*Mus musculus*) or shared across multiple species, we conducted a comparative analysis with several other species. The species were selected based on three criteria: (i) evolutionary distance, including both closely and more distantly related species, (ii) the cellular location of α-defensin expression: some species express these genes exclusively in intestinal Paneth cells [e.g. mouse (21)], while others express them in both Paneth cells and neutrophils (e.g. *Homo sapiens*), and (iii) the availability of data.

For the comparison with the mouse, we included the following species: Algerian mouse (*Mus* sp*retus*), brown rat (*Rattus norvegicus*), Chinese hamster (*Cricetulus griseus*), Guinea pig (*Cavia porcellus*), naked mole-rat (*Heterocephalus glaber*), rabbit (*Oryctolagus cuniculus*), horse (*Equus ferus caballus*) and human (*Homo sapiens*). Of these, only the horse expresses α-defensins exclusively in PCs, like mice (22). Although pigs (*Sus scrofa*) and sheep (*Ovis aries*) are also reported to have Paneth cell-specific α-defensin expression (22), no genes of this type were found annotated or predicted in the current genome versions, so they were excluded from the analysis.

We evaluated species-specific annotated α-defensin genes where available (*e.g.* mouse, rat and human). In species in which α-defensins were not directly annotated, we relied on *in silico* predictions, available in genome browsers, such as the UCSC genome browser (23). These predictions were extensively filtered, as described in the Methods section. Briefly, predictions were filtered on gene size, gene structure and overlapping regions were collapsed into one. This process resulted in a final set of a handful of genes per species, compared to the often many dozens of predictions. All species compared to the mouse, except the Algerian mouse (estimated to have separated from *Mus musculus* 1 million years ago (24, 25), have much less α-defensins. Only the rat, which is evolutionary the closest related to mouse, and the horse, which share the same cell type expression pattern as mouse, have slightly more α-defensin genes, with 9 and 11 genes respectively. All other species have between 3 and 5 α-defensins, indicating that *Mus musculus* and *Mus* sp*retus* are outliers in this regard (**Figure 2A**). We cannot exclude that the low amount of defensins found in other species is a detection/annotation or sequence assembly problem or actually cause by biological process. For humans, which also have a well-studied genome, we are confident that the genes detected and reported are indeed accurate. He rat genome is less studied than the mouse one, and there has been no extensive study and consolidation of the locus as was performed in mice by, among others, Amid et al., so it is possible that the number of rat α-defensins is underestimated. The other species are primarily/exclusively *in silico* predictions and remain a best guess and an exhaustive study and annotation is beyond the scope of this work.

**Figure 2:**
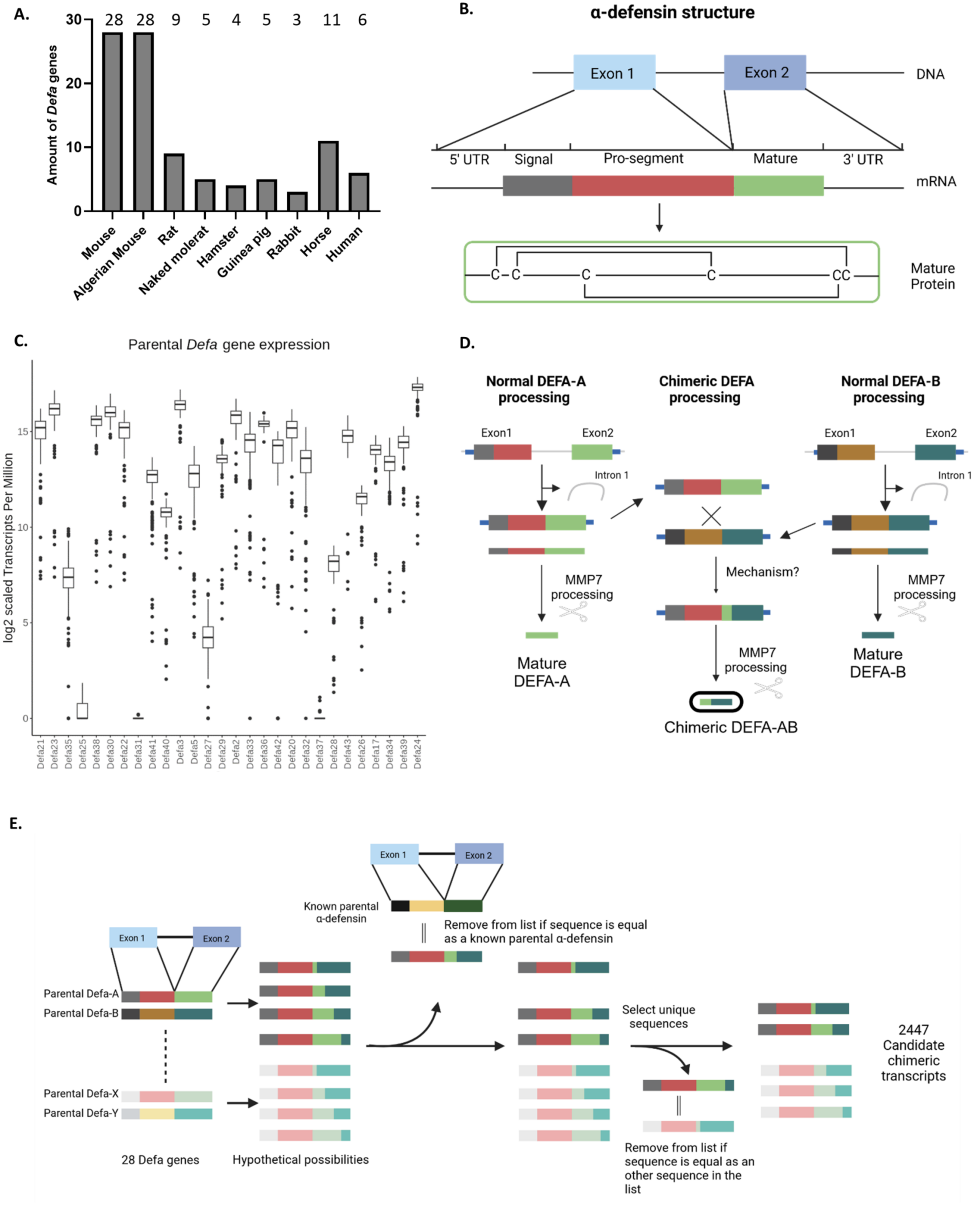
α-defensins in mice and other species and chimeric mRNAs. **(A)** Amounts of α-defensin genes found per species in this study. **(B)** General structure of an α-defensin gene, mRNA and final biologically active peptide. **(C)** Expression levels of all 28 *Defa* genes in mouse Paneth cells, based on RNA-seq data in a box plot. Values are expressed in tags per million (TPM), as explained in Results. **(D)** Cartoon displaying how canonical *Defa* gene mRNAs and proteins are formed, and how chimeric Defa mRNAs and proteins look like. **(E)** Schematic workflow of the construction of the theoretical chimeric defensin sequences.

### Expression of α-defensins

Transcript quantification was performed using Salmon, as described in the Methods section, and was based on transcripts from the updated α-defensin locus (**Figure 1C**) as well as GENCODE transcripts for all other transcripts across the 148 samples. The typical α-defensin gene structure (**Figure 2B**) consists of a small gene with 2 exons. 

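The coding sequences of the 28 canonical Defa transcripts were compared with one another on GRCm39. An identical coding sequence in another gene was found for 12 genes, in the pairs Defa23 and Defa31, Defa3 and Defa17, Defa2 and Defa33, Defa36 and Defa37, Defa42 and Defa43, and Defa20 and Defa32. For 20 genes, the closest other gene differed at 5 positions or fewer, insertions and deletions included. The median over the 28 genes was 2.5 differences, an identity of 99.1%. Defa27 stood farthest from the rest by this measure, with 81 differences and 59.1% identity to Defa25. Most of these differences come from length, as the annotated coding sequence has 198 bases in Defa27 and 276 in Defa25. The share of each mRNA that can be told apart was measured as the windows of 70 bases that occur in no other annotated transcript and nowhere else on chromosome 8. Transcripts that overlap the gene's canonical transcript were not counted as other ones, and the sequence of other chromosomes was not searched. This share had a median of 29.8% over the 28 genes, was over 50% for 10 genes and was 0 for 10 others (Defa23, Defa31, Defa2, Defa33, Defa36, Defa42, Defa20, Defa32, Defa37 and Defa43). With windows of 50 bases the median was 20.4% and 11 genes had no such window, and with windows of 100 bases the median was 38.7% and 10 genes had none. Windows of 70 bases lie within the range that the paper gives for the average length of its reads.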

The high sequence similarity between these genes makes read-assignments challenging. In both the previous STAR mapping and Salmon quantifications, we observed the following: (i) a lower mapping rate than expected, accompanied by a high number of multi-mapped reads, (ii) a higher base mismatch rate than expected considering the sequencing quality and from the STAR mapping data, (iii) the occurrence of what appeared to be “fusion or chimeric transcripts/genes”, supported by reads mapped to two different genes as junction spanning.

The gene abundance results that were obtained by the best-possible mapping, without taking the fusion transcripts into account, revealed uneven expression levels across the α-defensin locus. 

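In the 8 mice of the zinc deficiency dataset, 6 Defa genes had a mean of over 10000 CPM (Defa24, Defa30, Defa39, Defa38, Defa21 and Defa22), and together they held 96.3% of the counts of the 28 genes. Another 5 genes had 1000 to 10000 CPM, 9 genes had 1 to 1000 CPM and 8 genes had less than 1 CPM. Among the first group, the SD between mice was 4535 CPM around 44179 for Defa39, 4727 around 43313 for Defa38, 4923 around 21714 for Defa21 and 4547 around 19366 for Defa22 (n = 8). The level of a gene went with the share of its mRNA in unique windows of 70 bases (across the 28 genes, Spearman rho 0.850, two-sided permutation p = 1e-05, the smallest that 100000 permutations can give, and Pearson r 0.743, p = 9e-05). After Benjamini-Hochberg adjustment over the 11 relations of this family, these p-values were 1.57e-05 and 0.00011. Genes are not independent replicates. The 10 genes without a unique window had a mean of at most 3.79 CPM, whereas the 18 other genes had a median of 1654 CPM. Defa5 is an exception, with 813 ± 151 CPM (SD, n = 8) and a unique share of 0.652%. Exceptions in the other direction include Defa25, with 1.07 ± 0.598 CPM and a unique share of 37.1%. Defa27 is another, with 4.54 ± 0.412 CPM and 59.9%. Windows of 50 bases moved the rank correlation most, to 0.807. From the abundances of the genes over its samples, the paper concludes that expression is uneven across the locus.

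**Figure D2:**
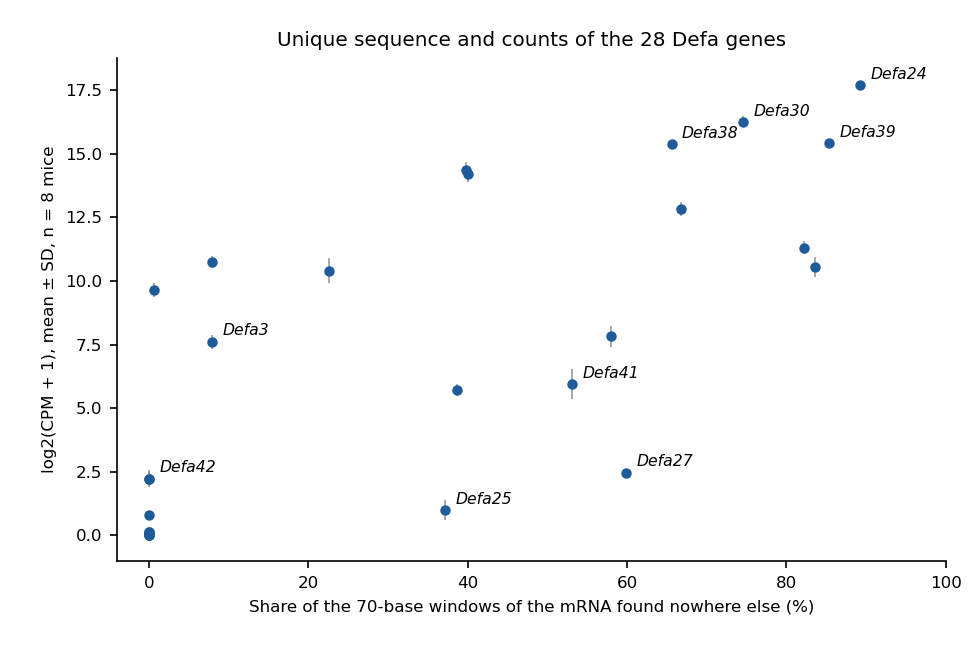
Mean of log2(CPM + 1) over the 8 mice (y axis, bars show the SD) against the percentage of the 70-base windows of the mRNA that are found in no other transcript and nowhere else on chromosome 8 (x axis), with 1 point for each of the 28 Defa genes. Genes at 0% lie at the bottom left, and Defa24 has both the highest level and the highest unique share.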

Since each of the 148 bulk RNA-seq experiments yielded different amounts of cells and counts, in each of these experiments, the total amounts of mRNA counts was normalized using the tags per million (TPM) method.

In **Supplementary Table 1**, we display the RNA-seq results of a typical experiment, in which three C57BL/6J mouse Paneth cell samples were sequenced and the data pooled and normalized to a total of 1 million reads (the actual amounts of reads was around 25 million). In this experiment, we detected 69.737 unique transcripts. In the 20 most abundant transcripts, there are 18 *Defa* genes, one is *Lyz1* and one is *Intel1*. In the second tab of the list, we display the Tags Per Million of the *Defa* genes. As usual, we were unable to find reads for *Defa31* and *Defa37*. The total amount of *Defa* TPM in this experiment was 851.910, thus 85.19% of all mRNAs in Paneth cells (in this experiment) were from *Defa* genes.

**Figure 2C** represents the amounts of counts of each *Defa* transcript in a box plot, expressed in TPM. 

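Defa24 (ENSMUSG00000064213) lies on the plus strand of chromosome 8 from 22224507 to 22225487 on GRCm39, with exons of 218 and 204 bases. In the zinc deficiency dataset it had 213396 ± 25247 CPM (SD, n = 8 mice), from 166162 to 251185 CPM per mouse, with up to 2892539 counts. Defa30 (ENSMUSG00000074444; plus strand, 21624633 to 21625621) was the next Defa gene, with 79496 ± 11803 CPM (SD, n = 8). Defa24 exceeded Defa30 in 8 of 8 mice, by 1.23 to 1.69 on the scale of log2(CPM + 1). The mean difference of 1.43 ± 0.18 (SD, n = 8) had p = 0.00781 in an exact two-sided permutation test of all sign flips, the smallest p that 8 mice allow. In the 4 control mice alone the difference was 1.28 (exact p = 0.125, the smallest that 4 mice allow). Unique windows of 70 bases made up 89.2% of the mRNA of Defa24 and 74.5% of that of Defa30.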

With 2^17.327^ (=164,417) counts/million*, Defa24* is the most highly expressed gene. 

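Defa25 (ENSMUSG00000094687; chromosome 8, plus strand, 21574458 to 21575301 on GRCm39) has exons of 176 and 103 bases. It had 88 counts over the 8 mice of the zinc deficiency dataset, 4 to 19 per mouse. This corresponds to 1.07 ± 0.598 CPM (SD, n = 8), or 1.14 ± 0.599 CPM on the control diet and 0.989 ± 0.678 CPM on the zinc deficient diet (n = 4 each). The level that 3 counts represent was 0.237 CPM in the largest library and 0.351 CPM in the smallest. Defa27, with 4.54 ± 0.412 CPM (SD, n = 8), was also low. Unique windows of 70 bases made up 37.1% of the mRNA of Defa25 and 59.9% of that of Defa27.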

Others, such as *Defa25*, showed minimal expression across the samples. 

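Place and strand were tested on the mean of log2(CPM + 1) of each of the 28 Defa genes over the 8 mice of the zinc deficiency dataset. Across genes, which are not independent replicates, the level and the order along chromosome 8 had a Spearman rho of -0.00821 (two-sided permutation p = 0.968) and a Pearson r of 0.00711 (p = 0.971). Genes next to each other differed by 5.02 on this scale, against a mean of 7.10 when the levels were permuted over the locus (permutation test, one-sided for smaller differences, p = 0.0118). The 5 genes on the minus strand had a mean of 9.62 ± 6.83 (SD over genes) and the 23 genes on the plus strand a mean of 6.39 ± 6.02, a difference of 3.23 (exact two-sided permutation test over 98280 assignments, p = 0.302). After Benjamini-Hochberg adjustment over these 4 tests, the p-values were 0.971, 0.971, 0.0473 and 0.604. Over the 20 genes that remain without the 8 genes under 1 CPM, neighbours differed by 5.31 (p = 0.187), the rho was 0.0767 (p = 0.749) and the difference between strands was -0.10 (p = 0.974). None of the 8 genes left out has a unique window of 70 bases.

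**Figure D3:**
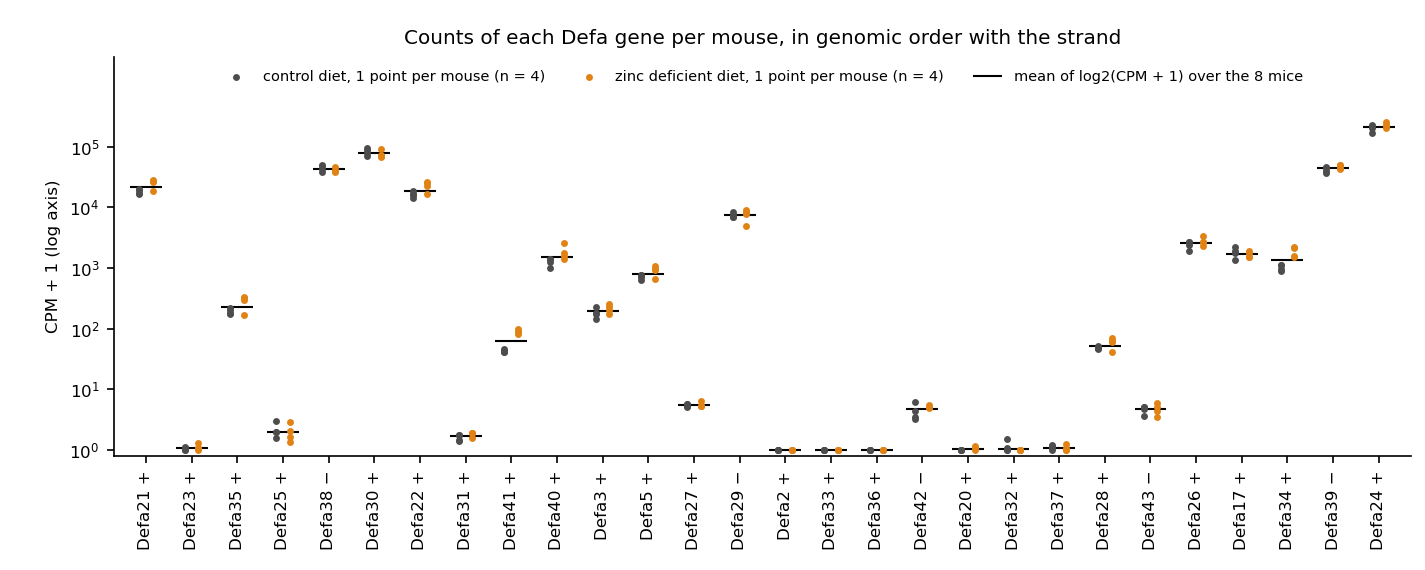
CPM + 1 on a log axis (y axis) of the 28 Defa genes in genomic order with their strand (x axis), with 1 point per mouse, 4 mice on the control diet in grey and 4 mice on the zinc deficient diet in orange. Black lines show the mean of log2(CPM + 1) over the 8 mice; a run of genes at the bottom, such as Defa2, Defa33 and Defa36, had no counts.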

Interestingly, these gene expression patterns did not correlate with genomic location or orientation, as illustrated in **Figure 2C**, where the genes are displayed in genomic order in the box plot.

Many different chimeric transcripts, i.e. mRNAs containing sequences of two (rarely more) different *Defa* genes were observed. Further investigation into these “fusion transcripts” detected during mapping with STAR and confirmed to be also found with another mapping tool (HISAT2), revealed several cases in which the biologically active part of the mature peptide (coded by the second exon) (**Figure 2B**) would be affected. A cartoon, summarizing the types of detected events, is shown in **Figure 2D**. 

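Of the 28 Defa genes, 21 had a count in every mouse of the zinc deficiency dataset and 25 had a count in at least 1 of the 8 mice. Single mice had counts on 21 to 24 of the genes. Defa2, Defa33 and Defa36 had 0 of the 85938593 counts of all mice, which allows up to 0.0349 CPM when the libraries are summed. Defa31 had 63 counts, Defa37 had 9, Defa23 had 8, Defa32 had 6 and Defa20 had 4. None of these 8 genes has a window of 70 bases of its own, so the counts do not show whether they are transcribed. Such floors cover counting error only. Counts per gene also hold no information on reads that join 2 genes, which were not analysed here.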

Overall, we observe that (any) two α-defensins are transcribed into their respective mRNA molecules, which are detected by RNA-seq. It can be safely assumed that these transcripts will eventually be translated and processed into their final active peptide form. In addition, we also identified chimeric mRNAs that contain sequences from both parental genes within their second exon. This fusion creates a unique sequence, leading to the production of a novel (active) peptide, distinct from the peptides encoded by both the parental genes.

The high sequence similarity between the α-defensin genes makes the pinpointing of the exact location of chimerization events challenging. Furthermore, there are indications that multiple chimeras may be formed from the same parental gene pair through different chimerization sites. To investigate the potential chimeras, we generated a set of theoretical chimeras whose existence could then be confirmed or disproved by the available *in vivo* RNA-seq data as described in methods. Briefly, for each pair of parental combinations, all possible theoretical chimer sequences were created as cDNA sequences per donor-acceptor pair. Restrictions on frameshifts, early stops, and sequence similarity to parentals and other potential chimeric sequences derived from the same pair were immediately taken into account during the generation. Afterwards the sequences from all pairs were pooled and further filtered by comparing them to all known α-defensin cDNAs, and all sequences identical to known α-defensins were removed from the dataset. Next, we compared the remaining generated sequences to one another and collapsed duplicates, retaining only one occurrence per sequence. This resulted in a final set of 2447 candidate chimeric transcripts (**Figure 2E**).

### Detection and abundance of chimeric transcripts

After incorporating the theoretical chimeric transcripts to the observed set of transcripts from RNA-seq, we generated three additional Salmon indices: (i) one that included both parental and chimeric sequences, (ii) one with parental sequences (the same as the standard transcript set) and chimeric transcripts as decoy sequences and (iii) one with chimeric sequences and parental sequences as decoys. The inclusion of the fusion transcripts has a large effect on the number of reads that could theoretically be quantified as well as the actual abundance detection of parental α-defensins (**Figure 3A**). The overall abundance of parental transcripts decreases, as expected, by involving the theoretical chimeric transcripts. In the case of *Defa24*, for example, the TPM decreases from 2^17.327^ to 2^15.863^ (i.e. from 164,417 to 59,599) and some show a much greater reduction than others. For instance, *Defa35* dropped from a median expression of 173.6 TPM to 0 TPM, with expression being detected in far fewer samples. An overview of all median TPM values of **Figures 2C**, **3A**, as log_2_, is shown in **Supplementary Table 2**.

**Figure 3:**
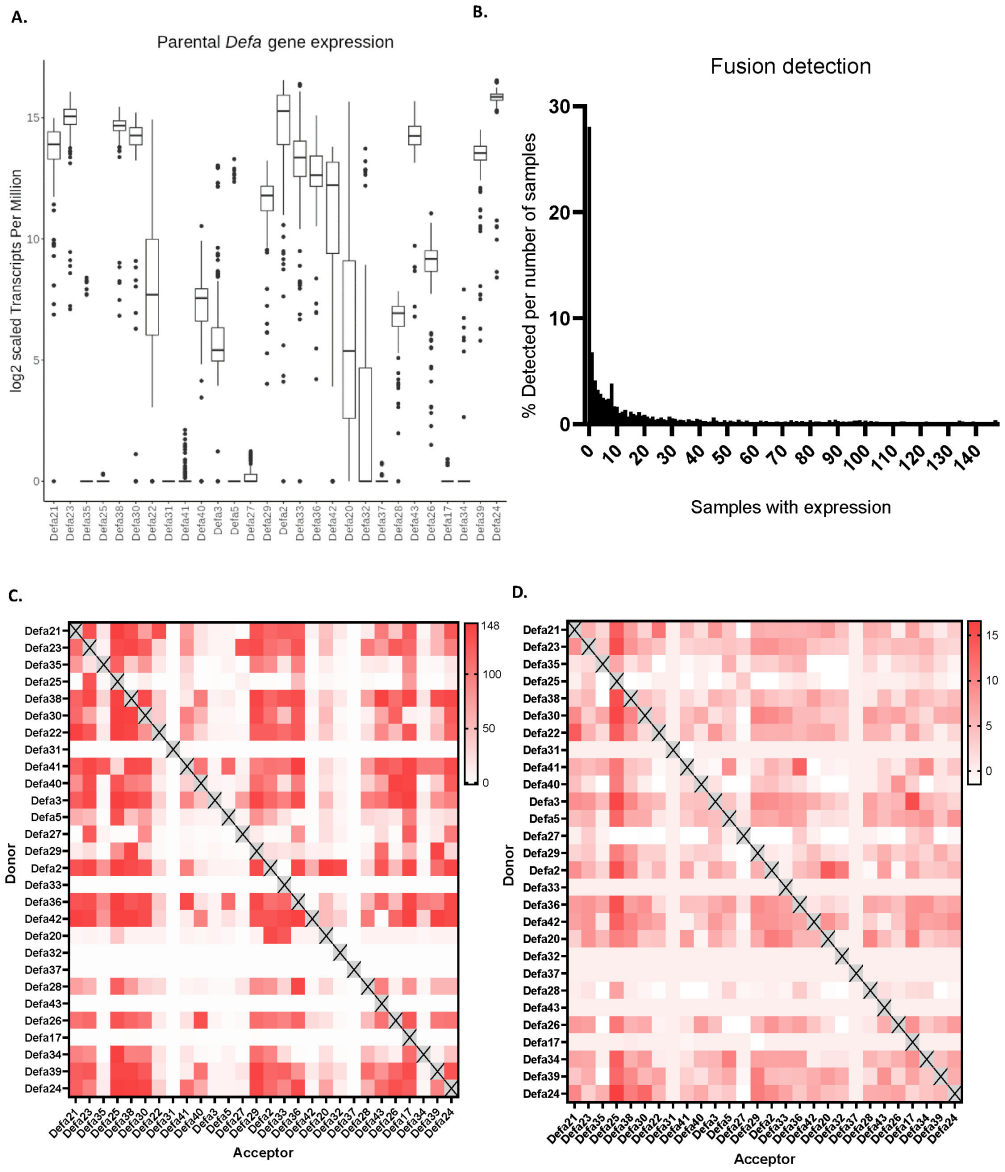
Aspects of theoretical and observed chimeric mRNAs. **(A)** Effect of the inclusion of theoretical chimeric mRNAs on the detection of parental mRNAs. **(B)** Histogram of how many (% of 2447) theoretical chimeras are detected in function of the number of sequenced RNA-seq samples. **(C)** Occurrence heat map of the observed chimeric mRNAs. In the plot, the color represents the number of RNA-seq samples in which chimeric transcripts are found, the maximal amount being 148. **(D)** Abundance heat map. Over 148 bulk RNA-seq experiments, in which all reads are normalized to 1 million in each experiment, chimeric mRNAs usually show between 5 and 10 TPM reads.

We then studied how many of the 2447 theoretical chimeric sequences we actually found across our 148 RNA-seq samples. We set these theoretical cases that we found as 100% and plotted the distribution of these as function of the amounts of RNA-seq samples. The largest group is made of sequences that were never found in any of our samples, a total of 687 (28%) of chimers falls in this category. Overall, the distribution is heavily shifted to the left with a long right tail, similar to a power law distribution. A total of 1987 (81.2%) of the sequences can be found in one third of the samples or less. If the never found sequences are excluded, we find 1300 sequences that are found in at least one and at most 50 samples, which make up 53.13% of the total number of sequences (or 73.86% of the detected sequences). In contrast only 7.8% of the sequences (191) are found in at least two thirds of the samples (>100) (**Figure 3B**).

Not all *Defa* parental genes participate equally in forming chimeras, as found in our 148 RNA-seq samples. When all donor and acceptor combinations were studied *per* parental pair, we found several that form at least one chimera in all samples. In **Figure 3C**, we plot the occurrence of all observed chimeric mRNAs in a heat map. The color represents the number of RNA-seq samples in which chimeric transcripts are found, the maximal amount being 148. There is a clear bias for several defensins to act more as donors or as acceptors. For example, *Defa25* and *Defa32* predominantly function as acceptor parents, forming more chimeras in this role than as donors, while *Defa41* exhibits the opposite behavior. Interestingly, some α-defensins, such as *Defa31 or Defa37*, are almost never found to be part of any chimeras. However, it is challenging to determine whether this is due to biological reasons, and that they do not form chimeras, or technical limitations, such as reads that cannot be mapped to these sequences preventing their detection.

Finally, the abundance of the chimeric mRNAs is plotted in **Figure 3D**. As in **Figures 2C**, **3A**, the TPM is plotted, this time in a heat map. Over 148 bulk RNA-seq experiments, in which all reads in each experiment are normalized to 1 million, the observed chimeric mRNAs remain quite low in expression, usually between 5 and 10 TPM, with a maximum of 16.6 TPM. The actual TPMs are found in **Supplementary Table 3**. As an example, *Defa24* sequences are found in chimeric mRNAs as donor in 160.5 copies per million transcripts, while as acceptor in 86.0 copies per million, thus in total in 246.5 copies per million. Compared with the maternal *Defa24* copies, this is low indeed. Such median numbers apply only for the number of samples in which the chimeric mRNA have actually been detected (in the 148 datasets). Across all the *Defa* genes, the total amount of mRNAs per million involved as donors (as well as acceptors) in chimeric sequences is 2413 per million. This is 0.24%, and thus quite limited. On the other hand, if we would combine all these chimeric Defa mRNAs and add them to the list of the RNA-seq example of **Supplementary Table 1**, they would occupy the 28^th^ place of most abundant mRNA in total.

### Detection of chimeric proteins

After identifying chimeric α-defensin mRNA in the RNA-seq data, we aimed to confirm the presence of actual chimeric proteins *in vivo*. Due to the very small size of α-defensins they are challenging to purify, and the expected low abundance of chimeras further increases the difficulty of detecting them. For this reason, we generated transgenic mice in which the *Defa30* gene was replaced with a His-tagged version (His6 tag, see Methods). The reason of selecting Defa30 for that matter was based on the facts that (i) the *Defa30* mRNA appeared to be selected as an acceptor in the formation of chimeric mRNAs and (ii) the genomic sequences surrounding the *Defa30* gene were compatible with specific CRISPR/Cas mutagenesis, given the very high sequence similarities found in the *Defa* locus. The tagged *Defa30* gene should result in the production of C-terminal His-tagged Defa30 protein as well as tagged chimeric proteins that have Defa30 as the acceptor parent (**Supplementary Figure 2**, **Figure 4A**). To detect these proteins, Paneth cells were sorted, lysed and the His-tagged proteins purified by standard techniques. These were fragmented using elastase, followed by separation and detection with mass spectrometry, and the full-length, canonical Defa30 peptide was recovered, as shown in **Figures 4B, C**.

**Figure 4:**
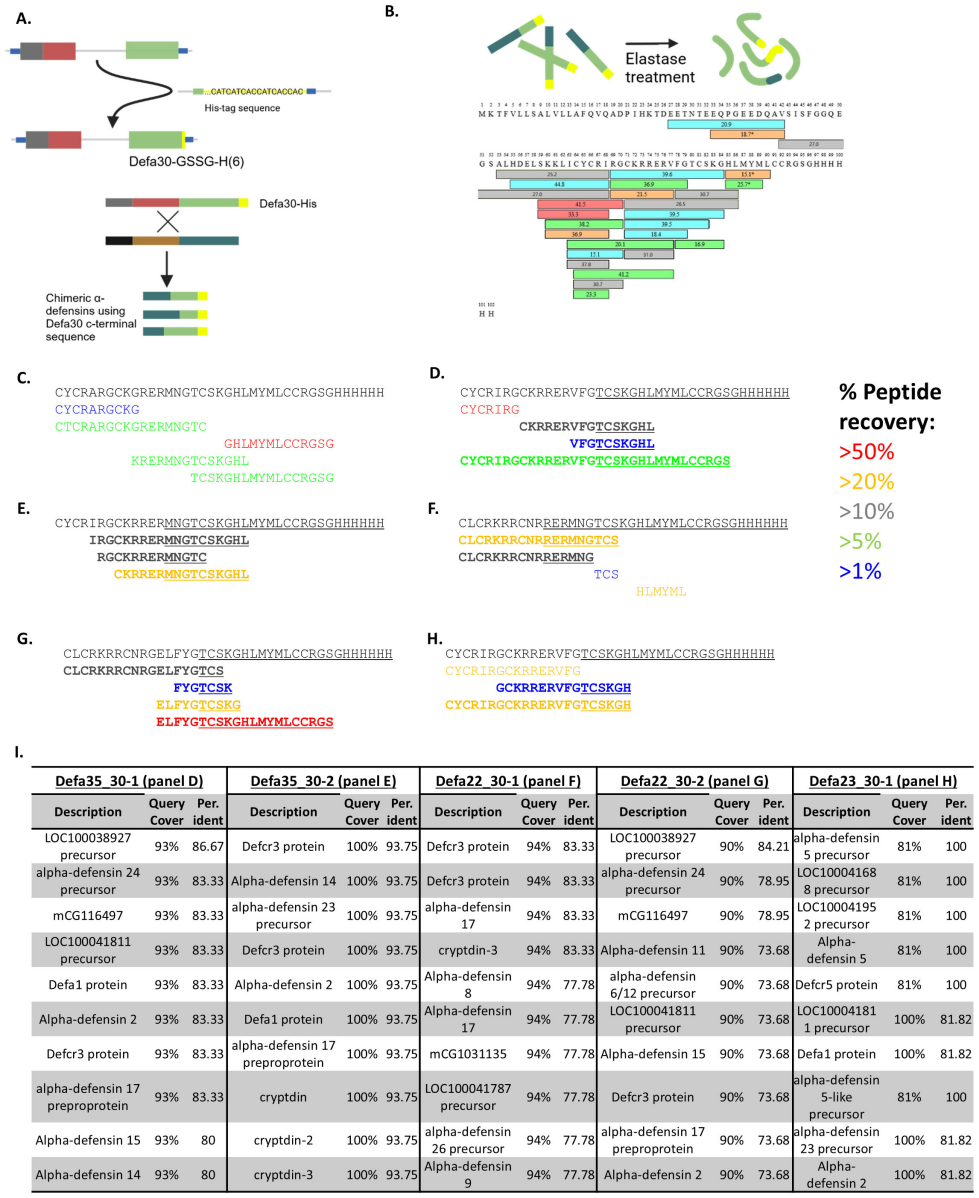
Detection of chimeric α-defensin peptides. **(A)** The principle of adding a His6 tag to the C-terminal part of Defa30 protein via Crispr/Cas9 mutagenesis in the mouse genome, the Defa30 His-tagged protein and schematic representation of potentially tagged chimeras. **(B)** Mixture of His-tag enriched proteins after purification and digestion with elastase. The sequence of Defa30His6 protein is shown, as well as the peptides that were found by the MS analysis. The different colors of the peptides reflect their reliability (red>orange>gray>green>blue). **(C)** parental α-defensin peptides recovered, completely matching Defa30 protein and gene. **(D, E)** Peptides recovered for 2 theoretical chimeras of Defa35 and Defa30. Peptides in bold are those that span the chimeric region and support the chimerism. **(F, G)** Peptides recovered for 2 theoretical chimeras of Defa22 and Defa30. Peptides in bold are those that span the chimeric region and support the chimerism. **(H)** Peptides recovered for a theoretical chimera of Defa23 and Defa30. Peptides in bold are those that span the chimeric region and support the chimerism. **(I)** Blastp results of chimerism region peptides from **(D–H)**. There is no match with any genomic encoded protein in the mouse non redundant protein database.

Several translated peptide sequences of the predicted chimeric protein, with Defa30 as the acceptor parent, along with the entire mouse UniProt proteome were used as reference for sequence identification. **Figure 4C** shows the active part of the Defa30 protein sequence and several peptides that were matched to it. We went into the details of the proteomics results of two chimeric peptides from the Defa35 and Defa30 parents (**Figures 4D, E**), two chimeras from the Defa22 and Defa30 parents (**Figures 4F, G**) and one chimeric peptide from the Defa23 and Defa30 parents (**Figure 4H**). See **Figure 4I**.

For each of these chimeric sequences, we recovered peptides that not only matched them, but also spanned over the transition region of the two parents. To confirm that these transition-region-spanning peptides were indeed unique to chimeric α-defensins, a protein blast (blastp) against all mouse-specific protein sequences in the non-redundant protein database was performed. For each chimera, we selected the longest transition-region-spanning peptide. The blast results showed that none of the selected peptides completely matched any (mouse) protein present in the non-redundant protein database (**Figure 4I**). This indicates that the sequences detected in the proteome analysis can only be derived from chimeric sequences and are not encoded by any known mouse gene in the genome. These findings prove that chimeric α-defensins are not only transcribed but also translated into proteins within Paneth cells of mice, proving that the chimerization events do occur *in vivo*.

These chimeric Defa30 acceptor peptides were also supported by the RNA-seq read data in most cases. The high sequence similarity makes read mapping challenging, which is why we opted for a proteomics approach for additional confirmation, but several reads do support the chimeric region of the sequenced peptides. As a specific example, the Defa23-Defa30 chimer will be used (**Figure 4H**). On the peptide level, this chimer has 3 recovered peptides that span the chimeric region. On the RNA level the situation is more complex, as the reads are on average 60-80 bp long, and the difference in mapping fully to Defa23 or Defa30 is often 1 to 2 mismatches. We do find several reads that may be assigned to Defa23 and Defa30 in a manner that is consistent with the chimer. Specifically, we recover several reads with sequence (and different per base qualities) over the different experiments: “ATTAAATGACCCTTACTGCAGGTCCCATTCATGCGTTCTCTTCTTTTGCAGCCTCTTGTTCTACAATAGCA”, which cannot be mapped with 100% identity anywhere in the genome or transcription. However, the sequences does match with one mismatch in the second half to Defa23 and with 2 mismatches in the first half to Defa30 (**Supplementary Figures 4**, **5**, respectively). In conclusion the Defa23-Defa30 chimer that was detected in the proteomics is directly supported by the RNA-seq read data.

### Biological activity of chimeric α-defensins

Given the high sequence similarity between the classical α-defensins and chimeric α-defensins, we considered that they would show similar degrees of biological activities. To test this, we had maternal and chimeric peptides synthetized and tested their biological activity. We used classical α-defensins (Defa4 as a positive control, Defa17, Defa24, Defa30, Defa31, Defa35) and some of their corresponding chimeric versions (Defa17-24, Defa30-31, Defa35-30). There was no specific reason to select these defensins and chimeras, besides that they appeared possible to synthetize from a technical point of view. Dose-response analyses (see Methods) were performed to evaluate the inhibitory potential of the parental and chimeric α-defensins against growth of four bacterial species (*E. coli, C. rodentium, S. nepalenis and E. fecalis*). The specific activities (U/mg peptide) were determined by calculating the IC_50_ values for each peptide. We found that the activities of the peptides vary quite widely depending on both the bacterial species and the specific peptide tested. Both classical α-defensins and the chimeric peptides showed similar effects on bacterial growth. In two cases, the chimeric peptide exhibited intermediate biological activity compared to both parents, while in one case (Defa35-30), the antibacterial activity had stronger activity than both parents (**Table 2**). In conclusion, we were able to confirm that the chimeric peptides indeed contain biological activity. In one of the cases, the chimeric peptide shows superior activity.

**Table 2:** Specific activities of the cell killing activities of alpha defensin peptides.

Peptide	*E. coli*	*C. rodentium*	*S. nepalensis*	*E. fecalis*	Mean
Defa4	781	314	352	135	396
Defa17	438	402	332	395	392
Defa24	122	77	8	23	58
Defa17-24	312	361	359	193	306
Defa30	186	107	6	52	88
Defa31	397	314	437	189	334
Defa30-31	140	132	125	49	112
Defa35	262	260	77	127	182
Defa30	186	107	6	52	88
Defa35-30	626	774	372	269	510
Mean	348	289	245	148	258

As described, the peptides were titrated on bacterial cultures, and the antibacterial activity expressed as U/mg, whereby 1U is the dose needed to kill 50% of the bacteria (IC50). The data are means of two independent experiments.

## Discussion

In our database of unrelated bulk RNA-seq experiments on purified Paneth cells, some previously published by us, we observed peculiar events at the mouse α-defensin locus. The findings pointed to unexpected transcriptional events occurring at this gene region. Upon closer examination, it appeared that non-canonical mRNA transcripts were being produced, consisting of sequences from multiple genes.

We further explored these findings by re-aligning our RNA-seq data using STAR with identical settings across all samples, to closely examine the mapping results. To obtain maximal information, we combined annotation data from multiple sources (GENCODE, RefSeq, MGI) and investigated possible discrepancies between them. Despite previous efforts in curating the locus (26), we did not find perfect agreement between the sources. While overall agreement in coding gene annotations is string, there are notable differences in the quality of UTR region annotations. The *Defa6* gene annotation in MGI has also been investigated for its relevance as the corresponding sequence could not be found back in the genome and is likely an error in this database.

Based on current annotations, mice appear to be an outlier species, with an unusually large number of α-defensin genes that are not present in any other species, including closely related rats (26). In fact, both the house mouse (*Mus musculus*) as well as the Algerian mouse (*Mus* sp*retus*), two distinct species that separated an estimated 1 million years ago (24, 25, 27, 28), have 28 protein coding *Defa* genes in their genome. But the data may indicate that mice are less suited as a model for α-defensin related research, or that mice have undergone gene duplications under environmental pressure, and well after the evolutionary split from rats, or that additional α-defensin genes remain to be discovered in other species. This latter possibility cannot be ruled out, as we only detected chimeric reads and high α-defensin transcript counts when analyzing purified Paneth cells and it has been shown that α-defensins in vertebrates evolve very rapidly with rapid increase in gene number and strong positive diversifying selection (29). In other species, Paneth cell purification followed by bulk RNA-seq has not been previously performed, and research typically relies on organoids or small intestinal biopsies for analysis (30). Additionally, human and pig biopsies are mostly analyzed at the single-cell level, which provides less depth than bulk RNA sequencing. Even if not, the very low amounts of material from such a biopsy prevent Paneth cell enrichment. Therefore, it is important to note that the extended number of genes and especially the chimeric events in RNA-seq studies of ileal biopsies or single-cell RNA-seq might completely escape detection.

In mice, by bulk RNA-seq, a wide variety of α-defensin related mapped reads were recovered, including those indicating the occurrence of fusion transcripts. Since only events involving a change in the second exon of these genes would affect the final active peptide produced (5, 8), we focused solely on these events and excluded exon 1 events and trans-splicing. In addition, we did not include any events occurring in α-defensin pseudogenes. While this approach may cause us to overlook some pseudogene-related events, it was done to increase the biological relevance of the obtained results as well as to speed up the computational analyses.

The events provide a novel form of fusion gene transcript expression, next to what was previously described in literature. It has been known for many years that chimeric/fusion genes are often expressed in context of cancer and may indeed be drivers of carcinogenesis. However, in these cases it usually concerns genomic abnormalities, such as chromosomal translocations inversions that create the fusion gene in the genome itself (31–33). The non-genomic sources of chimeric transcripts in eukaryotes, both in and outside of cancer context, are trans-splicing and gene read-trough events. Trans-splicing is a process where chimer mRNAs are created in the spliceosome by joining exons of and is a well-documented process in vertebrates (34). Transcriptional read-through is a second described pathway that can give rise to chimeric transcripts. This mechanism is limited by gene proximity and restricted neighboring genes (35, 36). Over time this may give rise to novel genes if they provide an evolutionary advantage (35).

Despite the high sequence similarity, we successfully detected and quantified hundreds of chimeric transcripts from the α-defensin locus. However, since differences in read mapping can sometimes be as small as a single nucleotide, and given that sequencing is not error-free, we cannot rule out that our observation may be a sequencing and/or analysis artifact purely on mRNA level data (37). Since one of the datasets was the result of paired-end high fidelity RNA-seq (which also confirmed the reported events), we decided to use proteomic data to confirm the *in vivo* appearance of these chimeric peptides. The enrichment approach using a His6-tagged Defa30 transgenic mouse (Defa30His6^Tg/+^), along with elastase proteolytic processing, confirmed the existence of chimeric α-defensins at the protein level, at least those involving Defa30. Notably, several junction-spanning peptides were identified that could not have originated from any gene directly encoded in the mouse genome. Furthermore, we also proved that these chimeric α-defensins were indeed biologically active and exhibit (or maybe even surpass) effectiveness comparable to canonical α-defensins. However, there is significant variation in their efficacy depending on the sequence and bacterial strain.

The total amount of chimeric transcripts found in the RNA-seq experiments (in which the total amount of all transcripts is normalized to 1 million) is about 2.413 PTM. 

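In the 8 mice of the zinc deficiency dataset, the 28 Defa genes took 43.8% ± 4.39 (SD, n = 8) of all gene counts, or 437613 ± 43904 CPM. The lowest share was 35.7% in control replicate 1 (95% Wilson confidence interval 35.65 to 35.71%) and the highest was 50.9% in zinc deficient replicate 2 (50.91 to 50.96%). These intervals cover counting error only, and the spread between mice is far wider. The share was 42.3% ± 4.87 (SD, n = 4) on the control diet and 45.3% ± 3.90 (SD, n = 4) on the zinc deficient diet. The difference of 3.00 percentage points is within the spread between mice (exact two-sided permutation test over 70 assignments, p = 0.429, where the smallest possible is 0.0286). Length moved the share most: with counts divided by the summed exon length of each gene and scaled to TPM, the share was 75.7% ± 1.99 (SD, n = 8).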

Since the total amount of all Defa genes taken together is in the order of 850.000 TPM, measured over all 148 samples, it follows that about 0.3% of the Defa mRNAs consist of chimeras. This is limited, but on the other hand, if we would combine all the chimeric Defa mRNAs and add them to the list of the RNA-seq example of **Supplementary Table 1**, they would occupy the 28^th^ place of most abundant mRNA in total. The total amount of Defa TPM in this experiment was 851.910, thus 85.19% of all mRNAs in Paneth cells (in this experiment) were from *Defa* genes and 0.3% from chimeric Defa mRNAs.

As the formation of a chimeric mRNA consumes a donor and an acceptor mRNA copy, the added value of producing some chimeric mRNA copies does not reside in quantitative aspects. One added value might be that chimeric defensins might be able to deal with more different bacteria than the mammalian genome is actually coding for, or that chimeric defensins are more powerful than the parentals, toward certain bacteria. Given the very high sequence similarities between defensin peptides, this increase in antimicrobial power appears hard to believe. Nevertheless, it did catch our attention, in the antimicrobial tests, that the chimeric Defa35-30 had higher specific activities in killing the four bacterial species that we tested, as compared to Defa35 or Defa30.

The mechanism by which the chimeric transcripts are created remains elusive. There is little evidence to match currently known mechanisms of action. There is no evidence for any genomic re-arrangements nor is there support for trans-splicing as described previously as the locations where the chimerism occurs vary and is not at all related to the splice sites. In addition, as previously mentioned, there is evidence that actual trans-splicing may occur, but without effect on the final peptide. Finally, since we observe many events from genomically distant genes, even if on the same locus and between genes on opposite strands, we also exclude transcriptional read-through as a potential mechanism.

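Lyz1 (ENSMUSG00000069515) lies on the minus strand of chromosome 10 from 117123698 to 117128775 on GRCm39, and Itln1 (ENSMUSG00000038209) on the minus strand of chromosome 1 from 171345690 to 171368943. In the zinc deficiency dataset Lyz1 had 156304 ± 14055 CPM and Itln1 had 64582 ± 6645 CPM (SD, n = 8 mice). By mean CPM they ranked 2 and 4 among all genes, on either side of Defa30. Lyz1 ranged from 141365 to 181556 CPM per mouse, above the highest value of Defa30 in any mouse (96715 CPM). Itln1 ranged from 52600 to 74207 CPM per mouse and lay above every Defa gene other than Defa24 and Defa30, of which the highest value in any mouse was 50412 CPM for Defa38. Levels of both genes include all reads counted on them, and chimeric reads were not analysed here.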

Since we never observed chimeric mRNAs between any of the *Defa* mRNAs and other very abundant mRNAs in Paneth cells (*Lyz1* or *Itln1* for example), we believe that the mechanism is not simply due to abundances of mRNAs, but that mRNA sequences *senso stricto* must play some role. We investigated several possibilities without reaching conclusive results. The fact that multiple chimeras may be produced from any one parental pair does not support a sequence motif-based mechanism. Additionally, the high variability in the detection of chimeras and canonical α-defensins, along with technical noise and the lack of correlation between their abundances, further argues against a sequence-based or -driven mechanism. We also investigated the secondary mRNA structure trough predicted folding [ViennaRNA (38)], but again found no correlation between secondary structure formation and the frequency or location of chimer formation.

Based on all this information, we propose two hypotheses. The first possibility is a semi-active stochastic mechanism, where mRNA molecules from α-defensins, which are produced in immense quantities in Paneth cells, occasionally undergo random breakage and repair, thereby forming erroneous chimeras. Secondly, the massive production of (α-defensin) proteins in Paneth cells induces stress and activates the unfolded protein response (UPR). This is a process that is well-known and described in various secretory cells (11). The goals of the UPR in to help deal with misfolded proteins by up-regulating various folding proteins (e.g. heat shock proteins) to help with folding, moderate translation and transcription processes or promote degradation of proteins that cannot be rescued. The UPR may be activated by three main sensors: PERK, IRE1 and ATF6. In context of our hypothesis, IRE1 activation and activity is the most interesting. The IRE1 protein (coded by *Ern1 and Ern2* genes) is an endonuclease responsible for processing the *Xbp1* mRNA into its “spliced” form, Xbp1-s, by excising a cryptic intron, which in fact has no resemblance to classical splicing (splice acceptor, splice donor) at all (39). We propose that IRE1 may show a low amount of off-target activity in Paneth cells, acting at the level of α-defensin mRNA molecules, which may be cut and pasted. Regardless of the cause of breaks, erroneous repair ligation might occur by an ER ligase such as RtcB (40).

The added value of the existence of the chimeric defensin peptides is not clear, and as long as we found no way to generate mice which can no longer form the chimeras, will remain pure speculation. One of the chimeric peptides that we synthetized appeared to have better antimicrobial activities than the parentals on all four bacterial species, but a future study involving all possible hundreds of different chimeric peptides that we detected should be performed to draw general conclusions on this aspect.

In conclusion, we have proven the production of non-canonical α-defensin mRNA molecules at both the RNA and the protein level. The RNA evidence shows that chimeric α-defensin is a wide-spread, but not universal, phenomenon among all α-defensin genes at low amounts. The strong protein level evidence, with several chimeric region-spanning-peptides, proves that the mRNA observations are not artifacts from sequencing or data processing. Unfortunately, the proteomics data did not allow for quantification of the proteins, but only identification. We also propose potential mechanisms of how these chimeras might be produced, but this will require extensive follow-up work to elucidate.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells
**Source:** Front Immunol. 2025 Feb 6;16:1543059. doi: 10.3389/fimmu.2025.1543059
**Supplement:** Supplementary file 1

**Supplemental Figure 1**

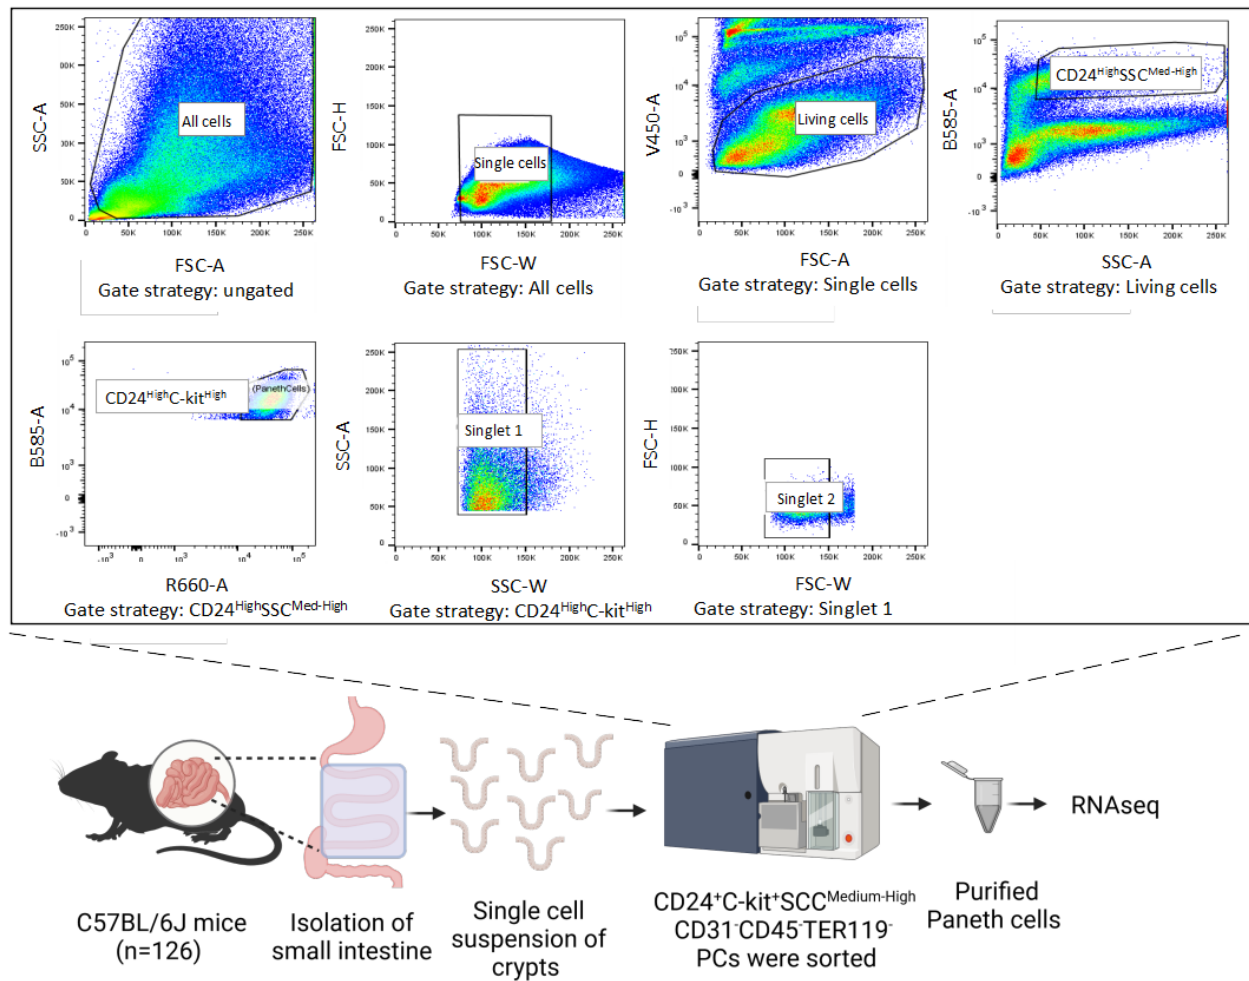

**Supplemental Fig 1. Workflow of the RNA-seq experiments.** The small intestine of C57BL/6J mice was isolated, crypts were purified and Paneth cells sorted via FACS using the markers mentioned and pooled to obtain about 25,000 PCs using the protocol published in (Timmermans *et al*, 2024). Cells were sequenced with illumina sequencing device or Element AVITI

Supplemental figure 2

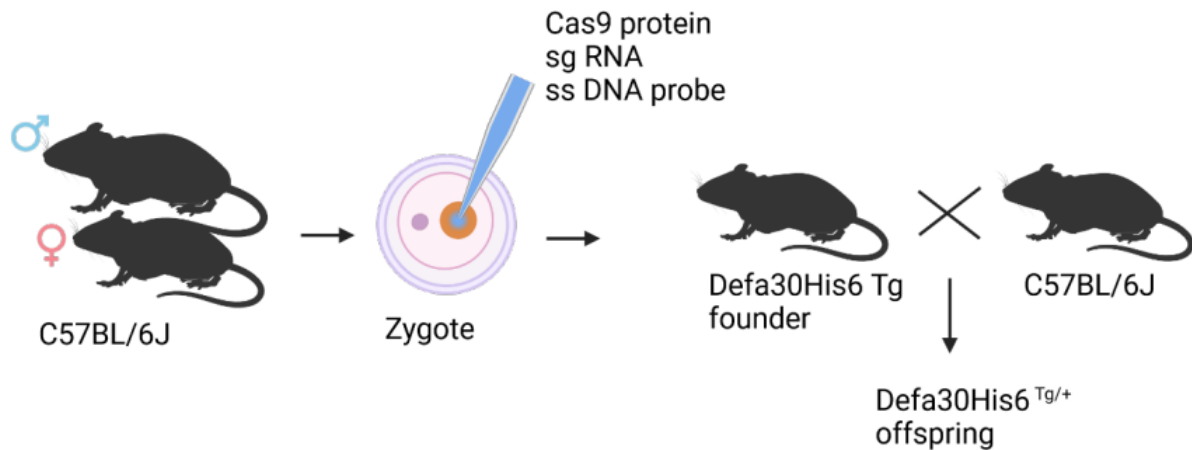

**Supplemental Fig 2. Schematic representation of generation of Defa30 mutant mouse.** Male and super-ovulated female C57BL/6J mice were crossed and zygotes isolated. These were electroporated with a mixture containing Cas9, a guide RNA and a ssDNA probe. Immediately after electroporation, zygotes were transferred to pseudopregnant foster C57BL/6J females, and the pups, born about 3 weeks later were genotyped at the level of genomic DNA, extracted from the tail. Mice harboring the His6 tagged Defa30 protein were identified and crossed to C57BL/6J mice to start new transgenic families.

Supplemental Figure 3

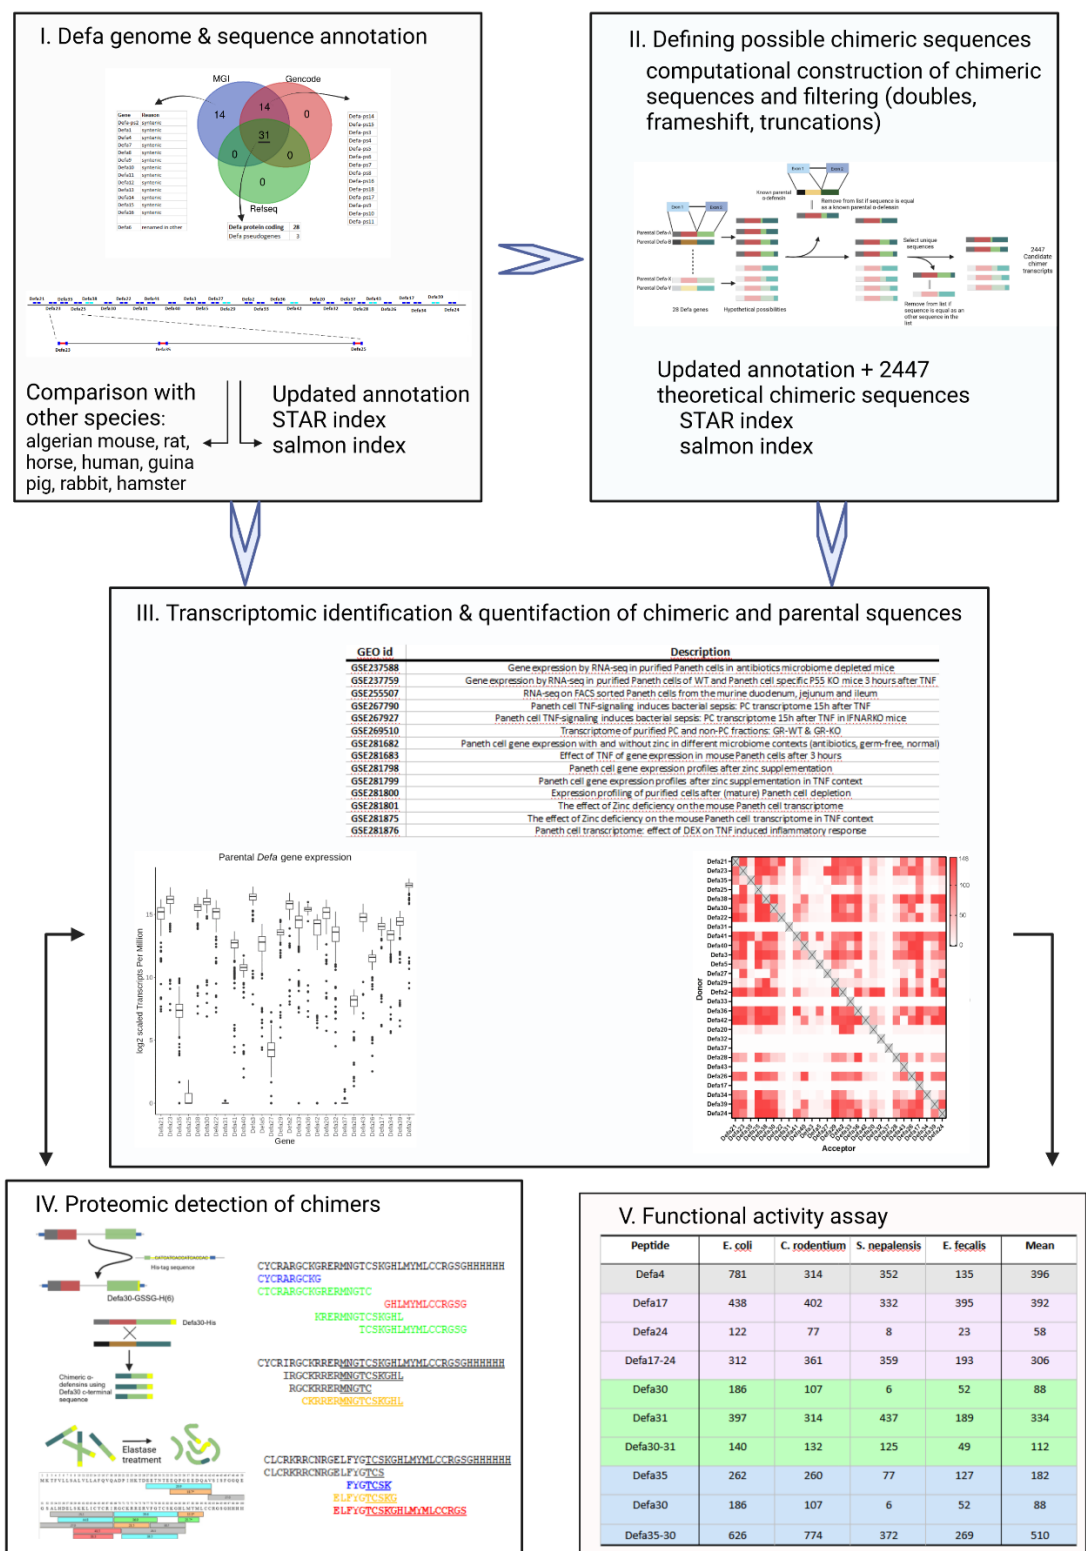

**Supplemental Fig 3. Workflow of the study.** We processed the genome annotations to find a core set of 28 coding defensin genes and used those to remap & quantify our RNA-seq datasets and to compare to other species. We made a set of potential chimeric defensin sequences and added those to the transcriptome set and used the updated set for detection & quantification of chimeric transcripts. In parallel, we created a transgenic mouse in which the *Defa30* gene was modified so that the DEFA30 protein would have a C-terminal His6 tail, in order to purify paternal DEFA30 protein as well as proteins derived from chimeric Defa genes, in which Defa30 acts as an acceptor parent. Finally, we used synthetic peptides to perform functional assays to show that chimeras can have biological activity comparable to the classical defensins.

Supplemental Figure 4

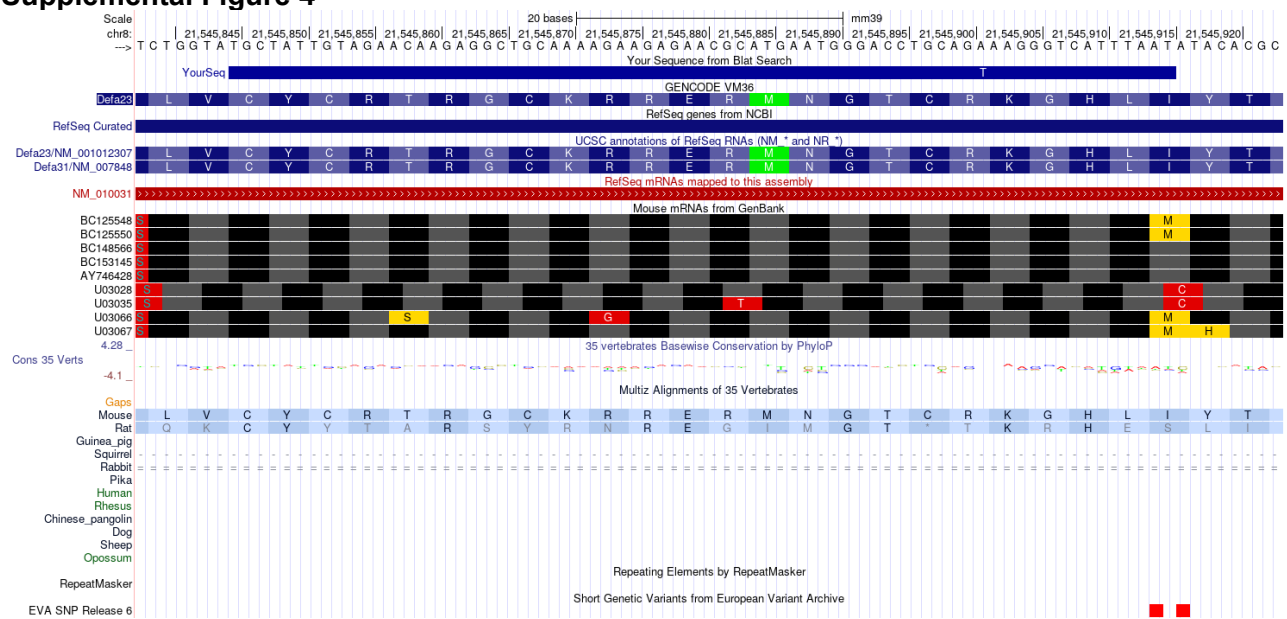

**Supplemental Fig 4. Blat of against mm39 - Defa23:** a blat of the read with sequence “ATTAAATGACCCT-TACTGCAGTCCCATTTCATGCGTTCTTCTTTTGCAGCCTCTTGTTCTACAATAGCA” mapping to Defa23 with one mismatch in at the end of the sequence.

## Supplemental Figure 5

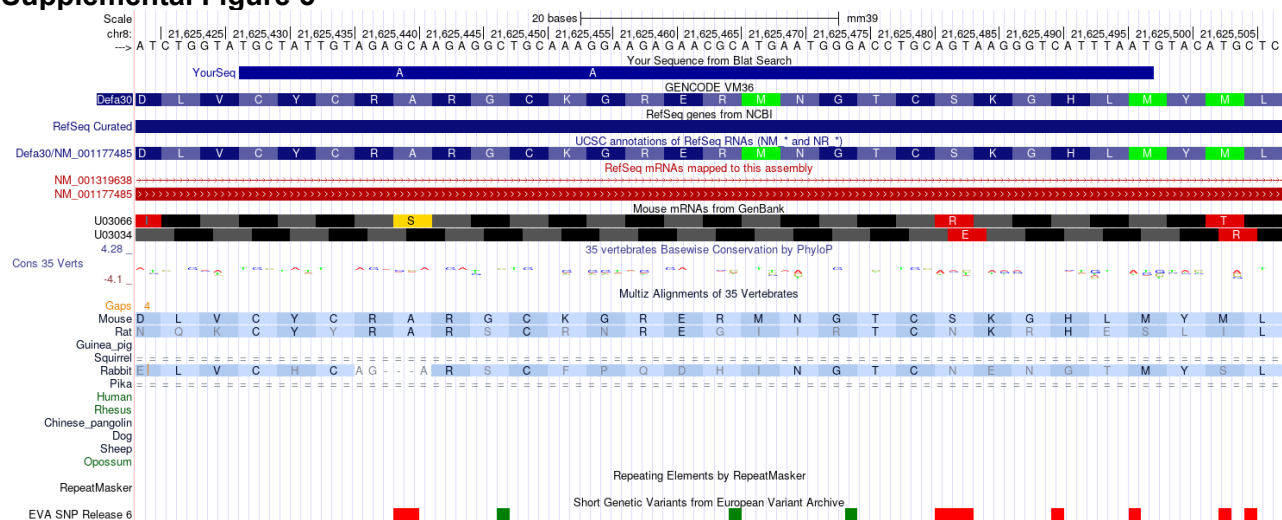

**Supplemental Fig 5. Blat of against mm39 - Defa30:** a blat of the read with sequence “ATTAAATGACCCT-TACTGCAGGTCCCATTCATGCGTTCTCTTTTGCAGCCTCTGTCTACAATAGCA” mapping to Defa30 with two mismatches in the first half of the sequence.

| Name Transcript | AVG TPM      | SD TPM     |
|-----------------|--------------|------------|
| Defa24          | 142928.28571 | 4380.12429 |
| Defa3           | 73145.51429  | 2386.9493  |
| Defa2           | 69726.41429  | 4411.06102 |
| Defa23          | 68099.3      | 4383.16038 |
| Defa20          | 55238.82857  | 4095.06726 |
| Defa30          | 53390.04286  | 6998.02378 |
| Defa21          | 51533.48571  | 3437.37052 |
| Defa22          | 50708.8      | 3334.66966 |
| Defa43          | 48345.38571  | 4252.4542  |
| Defa36          | 46092.82857  | 6020.00678 |
| Defa38          | 40751.52857  | 3729.8117  |
| Defa33          | 33070.3      | 3923.13829 |
| Defa39          | 21256.75714  | 2001.76207 |
| Defa32          | 20591.22857  | 2249.14413 |
| Defa17          | 15630.91429  | 887.85935  |
| Defa29          | 15058.64286  | 1102.60534 |
| Defa34          | 14299.09571  | 3241.82729 |
| Defa42          | 10740.29286  | 1160.61308 |
| Defa5           | 9566.14857   | 478.34157  |
| Defa41          | 6521.94      | 818.98301  |
| Defa26          | 2649.82714   | 324.15328  |
| Defa40          | 1971.51      | 305.5357   |
| Defa28          | 385.68029    | 41.31393   |
| Defa35          | 171.17324    | 36.03371   |
| Defa27          | 35.8387      | 10.37225   |
| Defa25          | 0.38097      | 0.38224    |
| Defa31          | 0            | 0          |
| Defa37          | 0            | 0          |
| Sum             | 851910.14463 |            |

**Supplemental Table 1. RNA-seq results of a typical experiment with 3 C57BL/6J mouse Paneth cell samples.** The RNA-seq data were pooled and normalized to a total of 1 million reads (the actual amount of reads was around 25 million). Tab 1 shows that we detected 69.737 unique transcripts. They are listed from most to less abundant. In Tab 2 we display the Taggs Per Million (TPMs) of the *Defa* genes.

| Gene transcripts | Median Fig 2C (log2 TPM) | Median Fig 3A (log2 TPM) |
|------------------|--------------------------|--------------------------|
| Defa21           | 15.2133                  | 13.97258                 |
| Defa23           | 16.21241                 | 15.07588                 |
| Defa35           | 7.44309                  | 0                        |
| Defa25           | 0                        | 0                        |
| Defa38           | 15.65395                 | 14.6906                  |
| Defa30           | 16.01429                 | 14.2922                  |
| Defa22           | 15.24835                 | 7.83041                  |
| Defa31           | 0                        | 0                        |
| Defa41           | 12.75634                 | 0                        |
| Defa40           | 10.80691                 | 7.6143                   |
| Defa3            | 16.43902                 | 5.4592                   |
| Defa5            | 12.81905                 | 0                        |
| Defa27           | 4.27896                  | 0                        |
| Defa29           | 13.58081                 | 11.87055                 |
| Defa2            | 15.87877                 | 15.32284                 |
| Defa33           | 14.56545                 | 13.4464                  |
| Defa36           | 15.40819                 | 12.66386                 |
| Defa42           | 14.28817                 | 12.39496                 |
| Defa20           | 15.22922                 | 5.51276                  |
| Defa32           | 13.62101                 | 0                        |
| Defa37           | 0                        | 0                        |
| Defa28           | 8.28569                  | 6.99844                  |
| Defa43           | 14.80376                 | 14.27652                 |
| Defa26           | 11.6041                  | 9.1782                   |
| Defa17           | 14.05222                 | 0                        |
| Defa34           | 13.43103                 | 0                        |
| Defa39           | 14.44368                 | 13.57489                 |
| Defa24           | 17.3268                  | 15.86268                 |

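Medians of CPM over the 8 mice of the zinc deficiency dataset can be set beside this supplement for the 28 Defa genes. The table of the paper gives log2 values of TPM, which account for transcript length and rest on Salmon, whereas CPM rests on the deposited counts alone. The median of Defa24 was 217051 CPM, followed by Defa30 with 75360, Defa39 with 44394, Defa38 with 42123, Defa21 with 19762 and Defa22 with 17512. Across the 28 genes, the mean of log2(CPM + 1) and the paper's medians had a Spearman rho of 0.149 (two-sided permutation p = 0.447) and a Pearson r of 0.374 (p = 0.0507), where genes are not independent replicates and these p-values are the same after Benjamini-Hochberg adjustment over the 11 relations computed. The 10 genes without a unique window of 70 bases held 0.00197% of the Defa counts. In the paper's medians they hold 36.4% of the sum over the 28 genes.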

**Supplemental Table 2.** The median values of the Defa gene expression levels as TPM as they are shown in Fig. 2C and in Fig. 3A.

|        | Defa21   | Defa23  | Defa35  | Defa25   | Defa38   | Defa30   | Defa22   | Defa31  | Defa41  | Defa40  | Defa3   | Defa5   | Defa27   | Defa29  | Defa2    | Defa33   | Defa36  | Defa42  | Defa20  | Defa32   | Defa37   | Defa28  | Defa43   | Defa26  | Defa17  | Defa34   | Defa39  | Defa24  |         |
|--------|----------|---------|---------|----------|----------|----------|----------|---------|---------|---------|---------|---------|----------|---------|----------|----------|---------|---------|---------|----------|----------|---------|----------|---------|---------|----------|---------|---------|---------|
| Defa21 | NA       | 5.8968  | 2.32971 | 13.83005 | 7.6936   | 2.74177  | 11.45759 |         | 0       | 5.006   | 1.83568 | 8.30772 | 3.97596  | 0       | 6.32652  | 5.7997   | 5.85186 | 5.7542  | 6.32591 | 7.67591  | 4.32603  | 0       | 6.26353  | 5.41792 | 0.171   | 7.47022  | 2.45855 | 0.51525 | 3.26122 |
| Defa23 | 8.88846  | NA      | 3.68684 | 15.24025 | 8.49132  | 5.73369  | 4.28817  |         | 0       | 2.64149 | 3.1961  | 3.39914 | 4.12769  | 3.36841 | 8.53607  | 8.75471  | 7.45464 | 7.12055 | 4.20682 | 3.39864  | 3.26032  | 0       | 4.51354  | 3.73086 | 5.02209 | 4.86159  | 5.97674 | 2.73429 | 2.23071 |
| Defa35 | 1.16989  | 1.87655 | NA      | 6.85152  | 1.21029  | 3.60836  | 0        |         | 0       | 0       | 0       | 5.94786 | 0        | 3.24079 | 2.94129  | 4.7357   | 5.81176 | 0       | 0       | 0        | 0        | 0       | 2.14316  | 0       | 2.0565  | 2.51587  | 4.03511 | 1.67576 | 0       |
| Defa25 | 0        | 3.52436 |         | 0 NA     | 0        | 0        | 0        |         | 0       | 0       | 0       | 0       | 3.59416  | 0       | 0        | 0        | 1.0298  | 0       | 0       | 0        | 0        | 0       | 0.27569  | 0       | 0       | 0.81796  | 1.75777 | 0       | 0       |
| Defa38 | 3.18436  | 5.27524 |         | 0        | 15.16818 | NA       | 4.53549  | 2.57244 | 0       | 2.19452 | 0.63703 | 5.56429 | 4.3259   | 1.34296 | 6.16956  | 4.26521  | 3.27386 | 4.29491 | 7.62375 | 5.06129  | 4.47411  | 0       | 0.60775  | 5.01423 | 1.4724  | 5.99412  | 4.3896  | 3.26124 | 4.85697 |
| Defa30 | 9.5282   | 3.16436 | 6.83572 | 15.85388 | 10.03664 | NA       | 4.02403  |         | 0       | 4.35703 | 6.45115 | 1.43028 | 3.23865  | 0       | 9.99939  | 9.49713  | 8.21154 | 5.14983 | 5.1512  | 3.3714   | 3.5662   | 0       | 8.09344  | 6.35345 | 7.24729 | 4.26922  | 1.98622 | 6.13485 | 6.66013 |
| Defa22 | 13.91653 | 5.74369 | 2.02097 | 13.88594 | 8.1971   | 2.01642  | NA       |         | 0       | 5.10034 | 1.32105 | 8.17542 | 3.75985  | 0       | 6.22188  | 5.9906   | 6.06041 | 5.2986  | 6.48121 | 6.69043  | 3.70155  | 0       | 5.61541  | 5.42237 | 1.27578 | 7.35622  | 3.10739 | 0.01576 | 2.35783 |
| Defa31 | 0        | 0       | 0       | 0        | 0        | 0        |          | 0 NA    | 0.22429 | 0       | 0       | 0       | 0        | 0       | 0        | 0        | 0       | 0       | 0       | 0        | 0        | 0       | 0        | 0       | 0       | 0        | 0       | 0       | 0       |
| Defa41 | 6.1033   | 4.87538 | 6.27291 | 11.23285 | 4.19797  | 3.27689  | 0        |         | 0 NA    | 0       | 0       | 9.02943 | 0        | 1.44053 | 5.68278  | 3.85013  | 13.2252 | 0       | 0       | 0        | 0        | 0       | 0.13927  | 2.3398  | 0.65011 | 5.79121  | 9.49423 | 1.13905 | 3.85885 |
| Defa40 | 4.6226   | 1.11214 | 0       | 10.77032 | 3.66243  | 0        | 0        |         | 0       | 1.74485 | NA      | 1.31501 | 0        | 0       | 3.97283  | 4.49364  | 2.75525 | 1.65411 | 0       | 0        | 0        | 0       | 0.0036   | 2.28365 | 8.55846 | 3.06983  | 0       | 1.01248 | 0.52478 |
| Defa3  | 9.20898  | 8.39951 | 5.04796 | 15.97007 | 9.84378  | 5.97863  | 4.96483  |         | 0       | 4.14222 | 4.40532 | NA      | 4.10768  | 0.45863 | 9.44413  | 9.18411  | 8.20351 | 7.45667 | 6.26655 | 4.03112  | 2.5465   | 0       | 7.31295  | 4.84841 | 5.61713 | 15.3437  | 5.46026 | 4.21167 | 2.42481 |
| Defa5  | 4.72734  | 5.71185 | 0       | 12.88461 | 6.61308  | 6.48038  | 0.89583  |         | 0       | 3.27327 | 5.41662 | 4.64871 | NA       | 1.16924 | 6.92905  | 6.63112  | 7.98407 | 6.92701 | 0.79411 | 1.59423  | 1.36424  | 0       | 6.88788  | 4.85417 | 6.75126 | 7.4676   | 8.62186 | 4.34672 | 8.56177 |
| Defa27 | 0        | 3.19908 | 0       | 0        | 0        | 0        | 0        |         | 0       | 0       | 0       | 4.28485 | 0 NA     | 0       | 0        | 0        | 3.38542 | 0       | 0       | 0        | 0        | 0       | 0        | 0       | 0       | 3.02849  | 4.54782 | 0       | 0       |
| Defa29 | 2.51387  | 3.78074 | 0       | 10.73541 | 7.5722   | 3.022    | 2.93923  |         | 0       | 1.95708 | 3.2088  | 2.81042 | 0        | 0 NA    | 0.68057  | 0        | 1.86094 | 4.76437 | 1.78385 | 1.03685  | 0        | 2.95322 | 5.85962  | 3.00086 | 4.33371 | 2.59952  | 6.13506 | 3.17432 |         |
| Defa2  | 9.16371  | 5.63336 | 2.54161 | 15.02356 | 9.1269   | 1.7597   | 5.24776  |         | 0       | 6.72814 | 0.29481 | 6.59997 | 4.79029  | 0       | 6.07451  | NA       | 0       | 4.64977 | 5.87941 | 13.91196 | 10.94252 | 0.22429 | 0        | 7.61177 | 0       | 6.86299  | 3.48081 | 3.84435 | 5.39687 |
| Defa33 | 0        | 0       | 0       | 0        | 0        | 0        | 0        |         | 0       | 0       | 0       | 0       | 0        | 0       | 0        | 0 NA     | 0       | 0       | 0       | 0        | 0        | 0       | 0        | 0       | 0       | 0        | 0       | 0       | 0       |
| Defa36 | 7.87757  | 8.51314 | 6.86082 | 15.07878 | 7.63397  | 8.88557  | 2.07425  |         | 0       | 4.41171 | 4.38183 | 6.3765  | 7.82723  | 1.37679 | 9.56802  | 8.43356  | 7.2866  | NA      | 1.08455 | 2.54964  | 1.56226  | 0       | 6.81383  | 6.13172 | 4.5654  | 8.75283  | 8.85612 | 6.27452 | 7.03152 |
| Defa42 | 7.42203  | 8.48819 | 1.01254 | 13.57239 | 10.23129 | 8.0207   | 6.68173  |         | 0       | 0       | 3.27498 | 8.05473 | 5.31916  | 0       | 8.71002  | 8.64329  | 7.68752 | 6.8501  | NA      | 8.66315  | 5.79409  | 0       | 3.07211  | 0       | 3.90261 | 8.90222  | 7.10772 | 7.68703 | 9.0605  |
| Defa20 | 3.05245  | 8.68381 | 5.41134 | 10.44978 | 9.51624  | 3.77979  | 4.2948   |         | 0       | 7.86309 | 0       | 6.32188 | 3.56592  | 0       | 6.4884   | 10.89111 | 9.62366 | 5.49529 | 5.58675 | NA       | 0        | 0       | 10.04157 | 4.81701 | 1.96878 | 10.39245 | 3.34829 | 4.47144 | 5.23699 |
| Defa32 | 0        | 0       | 0       | 0        | 0        | 0        | 0        |         | 0       | 0       | 0       | 0       | 0        | 0       | 0        | 0        | 0       | 0       | 0       | 0 NA     | 0        | 0       | 0        | 0       | 0       | 0        | 0       | 0       | 0       |
| Defa37 | 0        | 0       | 0       | 0        | 0        | 0        | 0        |         | 0       | 0       | 0       | 0       | 0        | 0       | 0        | 0        | 0       | 0       | 0       | 0        | 0 NA     | 0       | 0        | 0       | 0       | 0        | 0       | 0       | 0       |
| Defa28 | 0.20939  | 0.99909 | 0       | 7.29456  | 0.27366  | 0        | 0        |         | 0       | 0       | 0       | 0       | 2.61398  | 0       | 0        | 0.1078   | 0       | 3.51604 | 0.43262 | 0        | 0        | 0 NA    | 0        | 1.47408 | 0.56416 | 1.83384  | 2.01555 | 0       | 0       |
| Defa43 | 0        | 0       | 0       | 0        | 0        | 0        | 0        |         | 0       | 0       | 0       | 0       | 0        | 0       | 0        | 0        | 0       | 0       | 0       | 0        | 0        | 0       | 0 NA     | 0       | 0       | 0        | 0       | 0       | 0       |
| Defa26 | 8.06356  | 7.55195 | 0       | 11.30255 | 5.73944  | 6.57206  | 0        |         | 0       | 1.14743 | 7.85969 | 4.57037 | 0        | 0       | 5.21628  | 8.52787  | 6.25822 | 7.57566 | 4.08596 | 1.39985  | 0        | 0       | 0.83633  | 6.22382 | NA      | 8.86992  | 3.48209 | 5.45529 | 7.97259 |
| Defa17 | 0        | 0       | 0       | 0        | 0.5135   | 0        | 0        |         | 0       | 0       | 0       | 0       | 0        | 0       | 0        | 0        | 0       | 0       | 0       | 0        | 0        | 0       | 0        | 0       | 0       | 0 NA     | 0       | 0       | 0       |
| Defa34 | 7.16808  | 6.69405 | 0       | 13.58315 | 6.07531  | 8.04543  | 0.3332   |         | 0       | 1.11896 | 5.14864 | 5.62993 | 10.51078 | 0       | 7.43612  | 7.17872  | 7.26994 | 7.33387 | 0       | 0.93579  | 0.92591  | 0       | 5.44627  | 4.05044 | 6.1011  | 9.00285  | NA      | 4.58362 | 7.11138 |
| Defa39 | 4.01147  | 6.21124 | 0       | 12.68194 | 9.51601  | 5.35682  | 7.27026  |         | 0       | 2.99997 | 1.49727 | 4.79727 | 6.66482  | 0       | 10.6637  | 5.02989  | 4.56554 | 4.84377 | 6.14058 | 7.80215  | 6.22542  | 0       | 1.65319  | 8.80578 | 2.36614 | 7.07684  | 3.81932 | NA      | 6.23398 |
| Defa24 | 9.77048  | 3.03882 | 6.05664 | 16.61089 | 10.89365 | 12.83519 | 5.37336  |         | 0       | 4.33744 | 6.49753 | 2.61237 | 3.82018  | 0       | 10.83067 | 9.38328  | 7.16724 | 3.79082 | 6.58339 | 4.72208  | 4.26476  | 0       | 6.33689  | 6.39782 | 7.26999 | 2.50882  | 4.04195 | 5.3264  | NA      |

**Supplemental Table 3.** The actual (not log2) TPM plotted in the heat map of Fig. 3D. Over 148 bulk RNA-seq experiments, in which all reads in each experiment are normalized to 1 million, the observed chimeric mRNAs remain low in expression.

How the deposited data were processed for this re-analysis (not part of the article)

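The data are RNA-seq gene counts of Paneth cells sorted from the small intestine of 8 C57BL/6J mice, 4 on a control diet and 4 on a zinc deficient diet for 7 weeks. They are 1 of the datasets of Table 1, and the other datasets of the paper were not used here. Each mouse gave 1 library made with the Illumina TruSeq stranded mRNA kit. Sample labels and column names of the table were matched by diet and replicate number, and 0 columns of other samples were present.

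The authors deposited whole-number counts per Ensembl gene identifier, without normalization. The aligner, the counting program, the genome build and the annotation behind the table are not given in the sources used here. The paper states Salmon for its TPM values and STAR for its alignments, neither of them for this table. Reads, chimeric transcripts and peptides were not analysed here.

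The table holds 55414 identifiers. In GENCODE M39 on GRCm39, 54749 were found and 665 were not, and the latter took 0.0039% to 0.00991% of the counts of a mouse. Where several identifiers carry the same symbol (74 symbols), the identifier with the most counts was given the symbol. Library sizes ranged from 8557690 to 12648005 counts. A level of 3 counts, the upper limit that a count of 0 allows, is 0.351 CPM in the smallest library and 0.237 CPM in the largest. A share of the counts of 1 mouse has a 95% Wilson confidence interval that covers counting error only. Mitochondrially encoded genes took 0.347% to 0.711% of the counts of a mouse.

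CPM were computed from the counts, with the total of each mouse scaled to 1000000. TPM were computed from the same counts with the summed exon length of each gene, as an alternative. Levels on a log scale are log2(CPM + 1), with pseudocounts of 0.5 and 5 as alternatives. Sequence uniqueness was computed from windows of 50, 70 or 100 bases of the canonical transcripts of the 28 Defa genes. Each window was searched in all annotated transcripts that do not overlap the canonical transcript. It was also searched on both strands of chromosome 8 outside the gene, and other chromosomes were not searched. Permutation tests used all assignments where the text says exact and 100000 permutations elsewhere.

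Diets were compared with edgeR 4.0.16 in R 4.3.3: TMM normalization, its expression filter (10911 genes kept), the robust quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. TMM factors ranged from 0.928 to 1.57 in the control mice and from 0.719 to 1.10 in the zinc deficient mice. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. Of the lists, 12 were written at the start (Defa genes, other Paneth cell products, unfolded protein response, metal response, and markers of goblet cells, enterocytes, enteroendocrine cells, tuft cells, stem and transit amplifying cells, immune cells, stromal and vessel cells, and erythroid cells), and 5 were added later (tuft cell, goblet cell, proliferation, stem cell and interferon response genes). Tff3 is on the lists of Paneth cell products and goblet cells, and Lyz2 on those of Paneth cell products and immune cells. DESeq2 1.42.0 gave alternative size factors and an alternative test. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

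The edgeR step was tested on simulated counts of the 10911 genes with the means and library sizes of the comparison of control and zinc deficient mice. After the filter, 10648 genes were tested. Of 200 genes changed by known folds, all with a mean of at least 1 CPM, 79% were called (91.1% of those changed 4-fold and 71.7% of those changed 2-fold). Of the 164 calls, 3.66% were on unchanged genes. The simulation had no mouse set apart from the others and no trend by GC content or length, so these rates may not hold for the real mice.

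Samples, the main test of each result, the alternatives and the 12 lists were fixed before the data were examined. The genes named in the text are every mouse gene the paper names, the 20 genes with the highest mean CPM, any member of the lists and, of the genes called between diets whose values do not overlap between diets and whose mean is at least 1 CPM, the 5 with the largest rise and the 5 with the largest fall. Defa-ps6, chosen after its values were seen, and Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, chosen to check the sex of the mice, are named outside this rule. Values of the Defa genes in the supplementary tables of the paper had been seen when this rule was written. The values of 1 gene of the lists are not reported here by themselves, although the gene stays in the sum and the tests of its list. Alternatives cover the unit, the pseudocount, the set of genes, the scaling, the filter, the test, the replicate number as a block, and each mouse left out in turn.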

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

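Of the tests in this part, those of the tuft cell markers against zinc deficiency and against a lower share of Paneth cells, and the fit with trends by GC content and length removed, were chosen after the results were seen.

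The paper does not compare the diets of this dataset. Between them, 44 of 10911 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 16 higher and 28 lower in the zinc deficient mice, and 1142 had an unadjusted p under 0.05. The 4 values of each diet did not overlap for any of the 44, and for 664 of all genes tested, where chance leaves 2.86% of genes without overlap. By the size of the log2 fold change, among the called genes with a mean of at least 1 CPM, the largest rises were those of Usp18 (3.02, standard error 0.64, adjusted p = 0.0497), Reg3b (2.25, 0.33, 0.0174), Oasl2 (2.12, 0.40, 0.0393), Oas1a (1.65, 0.31, 0.0343) and Reg3g (1.60, 0.24, 0.0071). The largest falls were those of Cep128 (-2.92, 0.63, 0.0492), Ces1d (-2.0, 0.40, 0.0376), Kif20b (-1.97, 0.38, 0.0343), Ttc28 (-1.68, 0.30, 0.0229) and Sp5 (-1.55, 0.31, 0.0376). Of the 35 ways to split the 8 mice into 4 and 4, 1 gave as many called genes, the real one, so chance can be excluded at the level of 0.05. Whether a few genes that take most of the counts contribute stays open. With the Defa genes left out of the scaling 42 of the 44 genes remained, but this scaling moved the median of all genes by only 0.00366 and so tests little, and 8 of the 44 remained with library size only. With trends by GC content and length removed from each mouse, 42 of the 44 remained as well, although control replicate 1 had the strongest such trend (r² 0.212, against at most 0.0555 in the other mice). How many genes are called depends on single mice: 8 without control replicate 2 or 4, 13 without zinc deficient replicate 2, 17 without zinc deficient replicate 4 and 26 without zinc deficient replicate 1. The larger number of falls than of rises depends on the fit too: 14 of 25 called genes were higher without the robust option, 27 of 36 without zinc deficient replicate 3 and 12 of 17 without zinc deficient replicate 4. An effect of the diet stays open, as a hypothesis.

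Among the Defa genes, 2 were called between diets, Defa41 (log2 fold change 1.42, standard error 0.18, adjusted p = 0.00156) and Defa34 (1.18, 0.21, 0.0229), both higher in the zinc deficient mice and both without overlap between diets. Adjusted over the list alone, 5 genes were under the threshold, with Defa35, Defa40 and Defa5 added, but this count was 3 without control replicate 1, 2 or 4 or without zinc deficient replicate 1 or 2 (Defa40 and Defa5 dropped out), 10 without control replicate 3 and 2 with trends by GC content and length removed (Defa35 dropped out as well). All 20 Defa genes tested had a positive log2 fold change, with a median of 0.54, but scaling by library size alone, which moved the median of all genes by -0.36, gave 16 positive ones with a median of 0.23. With trends by GC content and length removed there were 16, with a median of 0.28, and without control replicate 1 there were 17, with a median of 0.33. Under that scaling Defa41 had an adjusted p of 0.0477 and Defa34 of 0.0708. Chance can be excluded, since 1 of the 35 splits gave as many called Defa genes. Whether the 2 calls rest on Defa genes taking most of the counts stays open: with these genes left out of the scaling the higher of their adjusted p was 0.0238, but that scaling moved little. Of the mRNA of Defa41 and Defa34, 53.1% and 22.5% lie in unique windows of 70 bases, so reads shared with other Defa genes stay open, as does the diet. Without control replicate 2 or 4 or zinc deficient replicate 1 or 2, Defa41 alone was called, which left 1 Defa gene in each of these fits.

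Of the 10 lists that could be tested, 4 had an adjusted p under 0.05 in camera: Defa genes (median log2 fold change 0.54, adjusted p = 1.94e-15), other Paneth cell products (0.43, 5.8e-13), unfolded protein response (0.24, 0.00256) and stem and transit amplifying cell markers (-0.80, 6.87e-09). Under fry and under an estimated correlation, only the last of these held (0.014 and 0.0369). As 17 of the 35 splits gave as many called lists, chance cannot be excluded for this count. Of the other Paneth cell products, Reg3b and Reg3g were themselves among the called genes.

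The sum of 6 tuft cell markers was 294 CPM in zinc deficient replicate 3, far from the 9.89 to 36.3 CPM of the other zinc deficient mice, and the highest control mouse had 60.9 CPM. Dclk1 (109 CPM, against 2.63 to 11.5), Trpm5 (96.6, against 4.54 to 14.9) and Ptgs1 (10.9, against 0.712 to 2.12) stood apart in the same mouse. An added list of tuft cell genes had a median log2 ratio of 2.65 in this mouse to the mean of the others, and all 17 of its genes with a mean of at least 0.5 CPM had a ratio over 1. Zinc deficiency is argued against, since the markers in the other 3 zinc deficient mice had a median log2 ratio of -0.34 to the controls. A lower share of Paneth cells with all other cells raised alike is argued against as well. The highest median log2 ratio of another list was 1.06 (enterocytes), and stem and transit amplifying cell markers (-0.31) and enteroendocrine markers (-0.82) lay below 0. All 10 enterocyte markers and all 8 goblet cell markers (median 0.30) were higher in this mouse, however. Of the stem and transit amplifying cell markers 2 of 8 were higher, of the enteroendocrine markers 1 of 4 and of the immune cell markers 1 of 2. A candidate explanation is that tuft cells were among the sorted cells of this mouse, and whether enterocytes or goblet cells were too stays open. Control replicate 3 was also apart for Trpm5 (24.2 CPM, against 13.9 to 15.6).

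In zinc deficient replicate 4, Ang4 had 33404 CPM (16055 to 16984 in the other zinc deficient mice) and Reg4 had 4883 CPM (1976 to 2140). Muc2 was highest in this mouse too, with 2056 CPM. Goblet cells among the sorted cells of this mouse stay open. An added list of 12 goblet cell genes had a median log2 ratio of -0.35 in this mouse to the mean of the others, with 1 gene higher, but the 8 goblet cell markers, Muc2 among them, had 0.49, with 5 genes higher. Sct lay below the other zinc deficient mice (11.7 CPM, against 20.5 to 20.8). A response of this mouse within its Paneth cells and a technical effect on these genes both stay open and were not tested.

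In all, 252 groups of 4 mice were examined for a mouse far from the other 3 (Dixon's ratio above its 95% critical value), and 23 had one, where chance gives about 12.6. Zinc deficient replicate 3 accounted for 9 of them, control replicates 1 and 3 for 4 each, zinc deficient replicate 4 for 3, zinc deficient replicate 1 for 2 and zinc deficient replicate 2 for 1. For those that follow, neither a technical nor a biological explanation was tested.

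In zinc deficient replicate 3, the others were Mt2 (4.88 CPM, against 1.72 to 2.12), Slc39a14 (49.8, against 35.6 to 37.1), Fcgbp (921, against 82.9 to 179), Zg16 (29.3, against 0.272 to 4.03) and Apoa4 (10.6, against 0.0907 to 1.01). In control replicate 3, they were Agr2 (942 CPM, against 778 to 796), Apoa1 (52.0, against 1.69 to 5.81) and Apoa4 (4.21, against 1.14 to 1.40). Control replicate 1 stood apart for the sum of the immune cell markers (143 CPM, against 37.6 to 53.6), most of it from Cd74 (120, against 7.02 to 15.9), and for Atf6 (98.8, against 46.4 to 52.6) and Pla2g2a (737, against 367 to 404). Zinc deficient replicate 1 did so for Defa27 (5.44 CPM, against 4.26 to 4.36) and Rn18s-rs5 (5501, against 3324 to 3562), and zinc deficient replicate 2 for Pcna, which was lower (23.1 CPM, against 25.9 to 26.3).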

How the results depend on the processing

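The TPM with canonical transcript lengths, the fit with trends by GC content and length removed, the mice left out in turn for place and strand, and all settings for the levels of single genes were chosen after the data were seen.

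The Defa share of counts was 43.8% and moved only with the unit: 75.7% as TPM with summed exon lengths and 73.3% as TPM with canonical transcript lengths, because Defa mRNAs are short. Without mitochondrial genes, with Defa pseudogenes added and within each diet it moved by less than 1 SD, and without each mouse in turn it lay between 42.7% and 44.9%. The difference between diets kept its sign and stayed above an exact p of 0.05 in all alternatives run, with 0.811 to 4.39 percentage points without each mouse in turn and 0.839 as TPM.

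Defa24 exceeded Defa30 in all alternatives run. With the control mice only, the difference was 1.28 and its p could not fall under 0.125 with 4 mice. Without each mouse in turn it lay between 1.39 and 1.46.

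The rank correlation of level and place stayed near 0 and changed sign to 0.00438 as TPM and to 0.0767 without the genes under 1 CPM. Pearson's r changed sign to -0.00327 as TPM and to -0.00573 with the start coordinate. None of these had a permutation p under 0.05. The smaller difference of neighbouring genes was no longer past 0.05 without the genes under 1 CPM, with 20 genes in place of 28 (5.31, one-sided permutation p = 0.187), and on the paper's medians (5.10, p = 0.409). Without the genes under 1 CPM the difference between strands was -0.10. Those 8 genes have no unique sequence, and otherwise the cause was not tested. Leaving out any mouse changed no call on place or strand: rho lay between -0.0192 and -0.00548, the difference of neighbours between 5.00 and 5.03, and the difference between strands between 3.20 and 3.26.

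The count of 44 genes called between diets was 37 with DESeq2 size factors, 42 with the Defa genes left out of the scaling, 11 with library size only, 251 with no filter, 25 without the robust option, 134 with the DESeq2 Wald test and 70 with trends by GC content and length removed. With no filter 18839 genes are tested in place of 10911. The cause of these changes was not tested. Of the 44 genes, 37 remained with DESeq2 size factors, 8 with library size only, 44 with no filter, 23 without the robust option and 44 with the Wald test, and all 44 kept their sign in all of these. Higher genes made up 36.4% of the calls, 40.5% with DESeq2 size factors, 45.5% with library size only, 38.1% with the Defa genes left out of the scaling, 42.6% with no filter, 45.5% with the Wald test, 42.9% with trends by GC content and length removed and 56% without the robust option. Without 1 mouse they made up 51.5% (control replicate 1), 62.5% (control replicate 2 or 4), 35.5% (control replicate 3), 34.6% (zinc deficient replicate 1), 69.2% (zinc deficient replicate 2), 75% (zinc deficient replicate 3) and 70.6% (zinc deficient replicate 4), so that which direction has more calls is not stable. Without each mouse in turn, 8 to 36 genes were called, with fewer mice in each fit: 33 without control replicate 1, 31 without control replicate 3, 36 without zinc deficient replicate 3, 8 without control replicate 2 or 4, 26 without zinc deficient replicate 1, 13 without zinc deficient replicate 2 and 17 without zinc deficient replicate 4.

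The count of 2 Defa genes was 1 with library size only, 5 with no filter and 5 with the Wald test, and 1 to 3 without each mouse in turn. Adjusted over the list alone, the count of 5 was 4 with library size only, 9 with no filter, 8 without the robust option, 7 with the Wald test, 2 with trends by GC content and length removed and 3 to 10 without each mouse in turn. Reg3g and Defa41 stayed under the threshold in 16 of 16 alternatives, with log2 fold changes of 1.22 to 1.75 and of 1.09 to 1.52. Of the 13 genes named for the diet (the 10 with the largest changes, Defa41, Defa34 and Top2a), none changed sign. Cep128 was past the threshold in 4 of the 16 alternatives, Sp5 in 5, Usp18 in 6, Ces1d and Kif20b in 8, Oas1a in 9, Oasl2 in 10, Top2a and Defa34 in 11, Ttc28 in 12 and Reg3b in 13.

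The count of 4 lists was 7 with library size only, 1 with fry and 1 with an estimated correlation, and 3 to 7 without each mouse in turn; 7 were called without zinc deficient replicate 2, and unfolded protein response was no longer called without zinc deficient replicate 4 (median 0.04). With library size only, the medians of unfolded protein response (-0.11) and metal response (-0.29) lay below 0, where this scaling moves the median of all genes by -0.36. Leaving out 1 mouse changed the sign of 3 lists that were not called: immune cell markers (0.37 without control replicate 1, range -0.29 to 0.37), enterocyte markers (0.70 without control replicate 3, 0.05 without zinc deficient replicate 2 and 0.03 without zinc deficient replicate 4, range -0.72 to 0.70) and tuft cell markers (-0.14 without zinc deficient replicate 3, range -0.14 to 1.72). Of the lists not called, enteroendocrine markers had an adjusted p under 0.05 in 6 of 17 alternatives (library size only, no filter, no robust option, trends by GC content and length removed, without control replicate 1 and without zinc deficient replicate 2), goblet cell markers in 3 (library size only and without zinc deficient replicate 1 or 2) and tuft cell markers in 2 (library size only and without zinc deficient replicate 2). Stromal and vessel markers (-1.20) and erythroid markers (-2.58) could be tested only with no filter, where neither was called.

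Whether replicate numbers pair the mice cannot be decided from so few pairs. The correlations of the deviations of same-numbered mice were 0.0254 to 0.0900, all positive. They lay within the -0.177 to 0.145 of the other pairs of a control and a zinc deficient mouse. With the replicate number as a block, 53 genes, 2 Defa genes and 4 lists were called, 36 of the 44 genes remained, higher genes made up 45.3% of the calls, the median of the immune cell markers was 0.17, and the Defa share differed by 3.00 points with an exact p of 0.5, where the smallest possible is 0.125.

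Levels of the 46 named genes moved by less than 1 SD within each diet and without each mouse in turn. No larger move was possible, since this SD is taken over the same 8 mice with any gap between diets included, so this tests nothing. Defa41, for one, had a mean of 41.8 CPM on the control diet and 89.0 CPM on the zinc deficient diet. As TPM, 11 of the 46 levels moved by less than 1 SD and the others by more, since TPM accounts for length. The Defa genes under 1 CPM each rest on at most 63 counts over all mice, and none of them has a unique window of 70 bases. Whether depth limits their levels was not tested.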

Differences from the paper's values

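The TPM with canonical transcript lengths was chosen after the values were seen. A log2 value of 0 in Supplementary Table 2 is read as 0 TPM, as the text of the paper does for Defa35; this reading was set after the values were seen too. Read as 1 TPM, the values of Defa25 and Defa31 would not differ. That of Defa37, which does not differ here (median 0.0859 CPM, SD 0.106), would then differ. These genes and the counts that include them therefore depend on the reading.

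In this part, values are said to differ when they lie more than 1.5 times apart and by more than the SD over the mice; counts have no SD. The medians of Supplementary Table 2 cover all samples of the paper, of many treatments, a wider group than these 8 mice.

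The paper gives a Defa share of 85.19% of all transcripts for 3 mice of an experiment that is not analysed here, and the share in these 8 mice was 43.8% of counts. Of the alternatives set before the data were examined, TPM with summed exon lengths (75.7%) is within 1.5 times of the paper's value, whereas mitochondrial genes left out, pseudogenes added, each diet alone and each mouse left out in turn still differ. TPM with canonical transcript lengths, chosen after the values were seen, gave 73.3%, also within 1.5 times. Over all its samples, which include this dataset, the paper gives a Defa sum in the order of 850 in units of 1000 TPM, and the sum here was 438 in units of 1000 CPM. It was 757 as TPM with summed exon lengths, within 1.5 times, and 733 as TPM with canonical transcript lengths, chosen after the values were seen and also within 1.5 times, and the other alternatives still differ.

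For the same experiment the paper counts 18 Defa genes among the 20 most abundant, and 8 were among the 20 genes with the highest mean CPM here. The count was 11 as TPM, 7 in control mice only, 8 in zinc deficient mice only and 8 without any single mouse, and all of these differ.

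For the 28 genes of Supplementary Table 2, the paper's median TPM and the median CPM here differ for 21, of which 18 are lower here. The paper's medians are 75931 for Defa23, 60254 for Defa2, 43484 for Defa36, 38411 for Defa20, 28601 for Defa43, 24246 for Defa33, 20006 for Defa42 and 12599 for Defa32, where the medians here were 0.0890 for Defa23, 0 for Defa2, 0 for Defa36, 0 for Defa20, 3.92 for Defa43, 0 for Defa33, 4.02 for Defa42 and 0 for Defa32. The paper's median is 88846 for Defa3, against 190 CPM here, 16988 for Defa17, against 1783, 11044 for Defa34, against 1324, 7226 for Defa5, against 765, and 6919 for Defa41, against 63.5. Defa28 has 312 in the paper and 48.8 here, and Defa27 has 19.4 in the paper and 4.35 here. Smaller gaps were those of Defa22 (38923 in the paper, 17512 here), Defa21 (37989 in the paper, 19762 here) and Defa29 (12253 in the paper, 7613 here). Higher here were Defa39, with 44394 CPM against 22283 in the paper, and Defa25 and Defa31, with 1.01 and 0.781 CPM against 0 in the paper for both. Among the alternatives set before the data were examined, TPM gave values within these limits for Defa21, Defa22 and Defa29, and the other 18 still differ; in turn Defa35, Defa30, Defa40, Defa26 and Defa24 differ under TPM. In control mice only, all 21 differ, and Defa37 does too. In zinc deficient mice only, Defa21 is within these limits and Defa35 is not, while the other 20 stay.

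The paper ranks Defa24 highest, and it was highest here by CPM and by TPM. Of the relation to place and strand, which the paper reports as absent, the rank correlation and the difference between strands were not past 0.05 here either, but neighbouring genes were closer in level than permuted ones (one-sided permutation p = 0.0118, adjusted 0.0473), though not past 0.05 without the genes under 1 CPM (5.31, p = 0.187) or on the paper's own medians (5.10, p = 0.409). The paper finds no reads for Defa31 and Defa37 in the experiment with 3 mice, and here they had 63 and 9 counts.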

Other observations

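In this part, the tests of genes silenced by zinc deficiency, of gene models missing from the table, of transcript length, and of the added stem cell, proliferation and interferon response genes were chosen after the results were seen, and the tuft and goblet cell lists were added after the data were seen.

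Of the Defa genes, 8 had a mean under 5 CPM here and a median over 1000 TPM in the paper (Defa23, Defa2, Defa33, Defa36, Defa42, Defa20, Defa32 and Defa43). A gene model missing from the annotation that was counted is excluded, since all 8 are listed in the table. Silencing by zinc deficiency is excluded as well, because the highest mean of these genes in the control mice was 3.68 CPM. None of the 8 has a window of 70 bases that is unique. Across the 28 genes, the log2 ratio of the counts to the paper's median rose with the share of unique windows (Spearman rho 0.669, two-sided permutation p = 0.00014, and Pearson r 0.691, p = 9e-05, adjusted 0.000171 and 0.00011 over 11 relations; genes are not independent replicates). Reads that match several Defa genes may therefore have been left out of the deposited counts. Defa41 is an exception that this leaves unexplained. Its unique share was 53.1%, but its median was 63.5 CPM here, against 6919 TPM in the paper. The paper's medians multiplied by the unique share of each gene had a Spearman rho of 0.935 with the mean of log2(CPM + 1), against 0.850 for the unique share alone and 0.149 for the medians alone. How the table was counted is not given in the sources used here, so this stays a hypothesis.

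The lower Defa share here than in the paper was tested against the same explanation. The paper's medians, each multiplied by its unique share, give a Defa share of 64.8% (58.1% with windows of 50 bases and 69.1% with windows of 100). With windows of 70 bases this is within 1.5 times of the share in the counts, the outcome set for shared reads as the cause, and with windows of 100 bases it is not. It sets TPM against counts, however, and length alone moves the share as far: as TPM the share was 75.7%, within 1.5 times of the paper's value, as counts not divided by length would give. Shared reads and length cannot be told apart as causes of the gap from these values, since how the table was counted is not given.

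Genes lower in the zinc deficient mice included genes of dividing cells, such as Top2a (log2 fold change -1.18, standard error 0.21, adjusted p = 0.0229 from edgeR's quasi-likelihood test). A hypothesis is that fewer stem cells were among the sorted cells of these mice. An added list of stem cell genes, without the gene called between diets, had a median log2 fold change of -0.34 (adjusted p over the 5 added lists 8.02e-06 with camera, 0.0256 with fry and 0.0795 with an estimated correlation, the last not under 0.05). Fewer stem cells would lower it. An added list of proliferation genes, without its 2 called genes, had a median of -0.56 (1.65e-10, 0.0045 and 0.0219), and all of its 15 genes fell, the 2 called ones included. Fewer dividing cells and less division in the same cells may both give these values.

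Genes higher in the zinc deficient mice included genes of the interferon response. An interferon response in these mice is a hypothesis, and an added list of such genes, without the called Usp18, gave a camera p of 4.79e-08 (median log2 fold change 0.68; adjusted p 1.2e-07 with camera, 0.0124 with fry and 0.0242 with an estimated correlation). With Usp18 included, 11 of 14 genes were higher. These values rest on TMM scaling. The sum of the list in CPM overlapped between diets, with a mean of 85.5 in control mice and 98.6 in zinc deficient mice. Its highest value was that of control replicate 1 (128 CPM) and its lowest that of zinc deficient replicate 2 (63.5 CPM). Whether an interferon response follows from the diet or from another difference between the groups was not tested.

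The other added lists gave a median log2 fold change between diets of 1.14 for tuft cell genes (camera of limma, adjusted p = 0.0137, and 0.618 with fry), where zinc deficient replicate 3 stands apart, and of 0.13 for goblet cell genes (adjusted p = 0.889). Of the lists written at the start that were not called, metal response had a median of 0.04 (adjusted p = 0.703), goblet cell markers 0.42 (0.134), enterocyte markers -0.09 with a mean of 0.21 (0.889), enteroendocrine markers -1.01 (0.101), tuft cell markers 1.34 (0.226) and immune cell markers -0.14, where camera gave the opposite direction (0.275).

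Among the 20 genes with the highest mean CPM, 8 were Defa genes, in the order Defa24, Lyz1, Defa30, Itln1, Defa39, Defa38, Defa21, Defa22, Ang4 (17005 CPM), Mptx2 (12553), Defa29, Spink4 (6129), Mmp7 (5737), Rn18s-rs5 (4365), Pnliprp2 (3405), Clps (3289), Ccl6 (3007), Reg4 (2957), Defa26 and mt-Co1 (2315). The genes of the unfolded protein response that the paper discusses were counted at 239 ± 48.0 CPM for Xbp1, 87.4 ± 37.9 for Ern2, 81.0 ± 28.9 for Ern1, 58.5 ± 19.0 for Atf6, 49.7 ± 13.3 for Rtcb and 40.3 ± 11.0 for Eif2ak3 (SD, n = 8 mice). The sums of stromal and vessel markers and of erythroid markers were at most 0.507 and 0.761 CPM per mouse. Xist was counted in every mouse, from 33.6 to 107 CPM, and Ddx3y, Eif2s3y, Kdm5d and Uty, on the Y chromosome, had 0 counts.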
